# Transplantation of rat embryonic stem cell-derived retinal progenitor cells preserves the retinal structure and function in rat retinal degeneration

**DOI:** 10.1186/s13287-015-0207-x

**Published:** 2015-11-09

**Authors:** Zepeng Qu, Yuan Guan, Lu Cui, Jian Song, Junjie Gu, Hanzhi Zhao, Lei Xu, Lixia Lu, Ying Jin, Guo-Tong Xu

**Keywords:** Rat embryonic stem cell, Degenerative retinal diseases, Retinal progenitor cell (RPC), Transplantation, Royal College of Surgeons (RCS) rat

## Abstract

**Introduction:**

Degenerative retinal diseases like age-related macular degeneration (AMD) are the leading cause of blindness. Cell transplantation showed promising therapeutic effect for such diseases, and embryonic stem cell (ESC) is one of the sources of such donor cells. Here, we aimed to generate retinal progenitor cells (RPCs) from rat ESCs (rESCs) and to test their therapeutic effects in rat model.

**Methods:**

The rESCs (DA8-16) were cultured in N2B27 medium with 2i, and differentiated to two types of RPCs following the SFEBq method with modifications. For rESC-RPC1, the cells were switched to adherent culture at D10, while for rESC-RPC2, the suspension culture was maintained to D14. Both RPCs were harvested at D16. Primary RPCs were obtained from P1 SD rats, and some of them were labeled with EGFP by infection with lentivirus. To generate Rax::EGFP knock-in rESC lines, TALENs were engineered to facilitate homologous recombination in rESCs, which were cotransfected with the targeting vector and TALEN vectors. The differentiated cells were analyzed with live image, immunofluorescence staining, flow cytometric analysis, gene expression microarray, etc. RCS rats were used to mimic the degeneration of retina and test the therapeutic effects of subretinally transplanted donor cells. The structure and function of retina were examined.

**Results:**

We established two protocols through which two types of rESC-derived RPCs were obtained and both contained committed retina lineage cells and some neural progenitor cells (NPCs). These rESC-derived RPCs survived in the host retinas of RCS rats and protected the retinal structure and function in early stage following the transplantation. However, the glia enriched rESC-RPC1 obtained through early and longer adherent culture only increased the b-wave amplitude at 4 weeks, while the longer suspension culture gave rise to evidently neuronal differentiation in rESC-RPC2 which significantly improved the visual function of RCS rats.

**Conclusions:**

We have successfully differentiated rESCs to glia enriched RPCs and retinal neuron enriched RPCs *in vitro*. The retinal neuron enriched rESC-RPC2 protected the structure and function of retina in rats with genetic retinal degeneration and could be a candidate cell source for treating some degenerative retinal diseases in human trials.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13287-015-0207-x) contains supplementary material, which is available to authorized users.

## Introduction

Degenerative retinal diseases, such as age-related macular degeneration (AMD) and retinitis pigmentosa (RP), are the leading causes of blindness in the developed world, and their common pathology includes the death of photoreceptors, which results in permanent loss of vision [1–3]. Although recent anti-vascular endothelial growth factor (VEGF) treatments showed an intervention effect in wet AMD [4, 5], there is basically no effective treatment to restore visual function for most of the patients with such diseases [6]. Now, cell-based therapy is considered to be a potential therapeutic approach [7–10]. Several types of desired donor cells, such as retinal pigment epithelium (RPE) cells, photoreceptors and retinal progenitor cells (RPCs), differentiated from different types of stem cells have been studied [11–13]. Transplantation of RPCs collected from newborn mouse retinas could effectively integrate into recipient retinas and restore photosensitivity in the mouse model of retinal degeneration [14, 15]. However, in clinic, the availability of primary RPCs (P-RPCs) from newborn individuals is almost impossible and its application would be restricted. Instead, differentiation of pluripotent or multipotent stem cells into RPCs or other retinal cells becomes a reasonable replacement of primary cells.

Embryonic stem cells (ESCs) are regarded as an attractive source of donor cells due to their pluripotency and unlimited expansion capacity *in vitro*, and have been widely researched for retinal lineage differentiation in mice and humans [16–21]. Transplantation of these ESC-derived cells in animal models with degenerative retinal disease has been proven a realistic approach to rescue visual function [7, 15, 22, 23]. In particular, human ESC-derived RPE cells were recently tested to treat patients suffering from degenerative retinal diseases and the visual acuities were improved in 10 out of 18 transplanted patients [7]. The trial for RPE cells derived from patient somatic cells with induced pluripotent stem (iPS) cell technology was also started in 2014 [24]. While these pluripotent stem cell-derived RPE cells bring hope to such patients, they also face some challenges. Transplantation of primary adult RPE cell sheets did not improve the vision in patients [25], challenging the therapeutic application of stem cell derived RPE cells. Furthermore, degenerative retinal diseases share the common pathology that is the death of photoreceptors. These photoreceptors are terminally differentiated and unrenewable neurons which are the key unit for vision [26]. Logically, RPE cell transplantation might not be sufficient to rescue vision in the cases in which most photoreceptors died [7, 27, 28], as occurs in late stage AMD. Therefore, replacement therapy with pluripotent stem cell (such as ESC)-derived retinal neural lineage cells including RPCs is regarded as a promising strategy for treating such diseases. But the ESC derivatives developed tumors despite predifferentiating or presorting the cells [15, 29, 30]. Only photoreceptor precursors repaired retinal defects efficiently without tumor formation [15, 31], indicating that the developmental stage of donor cells determined the cell fate following transplantation. In short, many important questions regarding stem cell therapy, such as how to improve its efficacy and assure its safety, deserve further investigation.

It is well known that the rat is a valuable experimental tool for modeling human diseases due to its relevance to humans [32, 33]. Moreover, as compared with the mouse eye, the larger eyeballs of rats were more convenient to use; for example, it makes our in vivo retinal observation easier and clearer, it makes the subretinal cell delivery more accurate, and we can inject more donor cells into the larger subretinal space to assure effective transplantation. Even though the murine and human ESC lines were established in 1981 and 1998 [34, 35], rat ESCs (rESCs) were not established until 2008 [36, 37], when the successful derivation of authentic rESC lines using a combination of serum-free culture and specific signal inhibitors was reported [32, 36, 37]. Until now, however, only a few other rESCs related studies have been reported [38–42]. The reports on differentiations of rESCs are even fewer and in those studies rESCs were differentiated into functional cardiomyocytes, tripotent neural progenitor cells and granulosa-like cells [38, 40, 42]. Although mouse ESCs can be used for study, it was reported that epiblasts of rat and mouse are distinct in intrinsic differentiation capacity [43]. It remains unclear whether rESCs could be efficiently differentiated into retinal cell lineages. Particularly, to date, no study on transplantation of rESC-derived cells in a disease animal model has been reported.

Rats have been used as models for many human diseases, such as neural disorders, diabetes, hypertension and heart failure, for scientific studies and drug discovery [44–47]. In this study, we investigated whether transplantation of rESC-derived RPCs (rESC-RPCs) could preserve visional function as well as retinal structure in the Royal College of Surgeons (RCS) rat, a well-established retinal degeneration model [48–50]. The RCS rat carries a *Mertk* gene mutation in the RPE cells [51] that fail to phagocytose and shed the outer segment of photoreceptors, causing the accumulation of outer segment debris and, subsequently, degeneration and loss of photoreceptors. As the model displays defects comparable to those of patients suffering from degenerative retinal diseases, it has served as a preclinical model for RP and AMD [52–54].

In this study, we differentiated rESCs into RPCs and transplanted these rESC-RPCs into the eye of RCS rats. The transplanted rESC-RPCs could survive in the host retina and protect the retinal structure. Moreover, the grafted cells integrate into the retina of rats and preserve the retinal function in the early stage after transplantation. Therefore, the study develops an approach for rESCs to differentiate into RPCs in vitro and provides the first example for the transplantation of rESC-RPCs in a disease model with positive intervention effects.

## Methods

### Rat embryonic stem cell culture and retinal progenitor cell differentiation

The rESC line DA8-16, a generous gift from Lei Xiao and Chun Cui (Zhejiang University School of Medicine), was cultured in N2B27 medium supplemented with 2i (MEK inhibitor: PD0325901, 0.4 μM, Stemgent, Cambridge, MA, USA; GSK3 inhibitor: CHIR99021, 3 μM, Stemgent) on gamma radiation-inactivated mouse embryonic fibroblast (MEF) feeder layers as described previously [38]. The medium was changed daily and rESCs were passaged every four to six days by dissociation with TrypLE Express (Gibco, Grand Island, NY, USA) into single cells and transferred onto inactivated MEF.

For RPC differentiation, rESCs discarded feeder underwent differentiation following the quickly-aggregated serum-free embryonic body (SFEBq) method [17] with modifications. In detail, rESCs were dissociated into single cells in TrypLE Express containing DNase I (0.05 mg/ml, Sigma-Aldrich, Saint Louis, MO, USA), and were quickly reaggregated in neuroectoderm differentiation medium (5,000 cells/100 μl/well) using an ultra-low-attachment 96-well plate with U-bottom wells (Corning, Corning, NY, USA). The neuroectoderm differentiation medium was GMEM (Gibco) supplemented with 20 % Knockout Serum Replacement (KSR, Gibco), 0.1 mM nonessential amino acids (Gibco), 1 mM sodium pyruvate (Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 3 μM wnt inhibitor IWR-1e (Merck, Darmstadt, Germany), 100 U/ml penicillin and 100 mg/ml streptomycin (Gibco). In the second day of cell aggregate formation, Matrigel (growth-factor-reduced; BD Biosciences, Bedford, MA, USA) was added to the medium (final 1 % v/v) and the day was defined as day 0 (D0). At D5, SFEBs were transferred from a 96-well plate to a low adherent Petri dish (BD Biosciences or Qingdao Alpha, Qingdao, Shandong, China) and the medium was changed to fresh neuroectoderm differentiation medium containing 1 % Matrigel (96 SFEBs per 10-cm dish). At D8, Matrigel was withdrawn from the culture and the medium was changed to retinal differentiation medium containing GMEM supplemented with 10 % KSR, 10 % FBS (Hyclone, Logan, UT, USA), 0.1 mM nonessential amino acids, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, 100 U/ml penicillin and 100 mg/ml streptomycin. Two days later (D10), the SFEBs were digested and replated onto poly-D-lysine (PDL) (Millipore, Billerica, MA, USA) and Matrigel (BD Biosciences)-coated plates for further adherent culture (early adherent culture method). Retinal differentiation medium, containing DMEM/F12 (Gibco) medium with 1 % N2 supplement (Gibco), 10 % FBS, 0.1 mM nonessential amino acids, 1 mM sodium pyruvate, 100 U/ml penicillin and 100 mg/ml streptomycin, was used to continue the culture at D14, and cells were harvest at D16 (termed as rESC-RPC1) for analysis or transplantation. In the alternative differentiation method (longer suspension culture method), the suspension culture was maintained to D14 and the cells then digested for adherent culture to D16 for analysis or transplantation (termed as rESC-RPC2) (Fig. 1a).

**Fig. 1:**
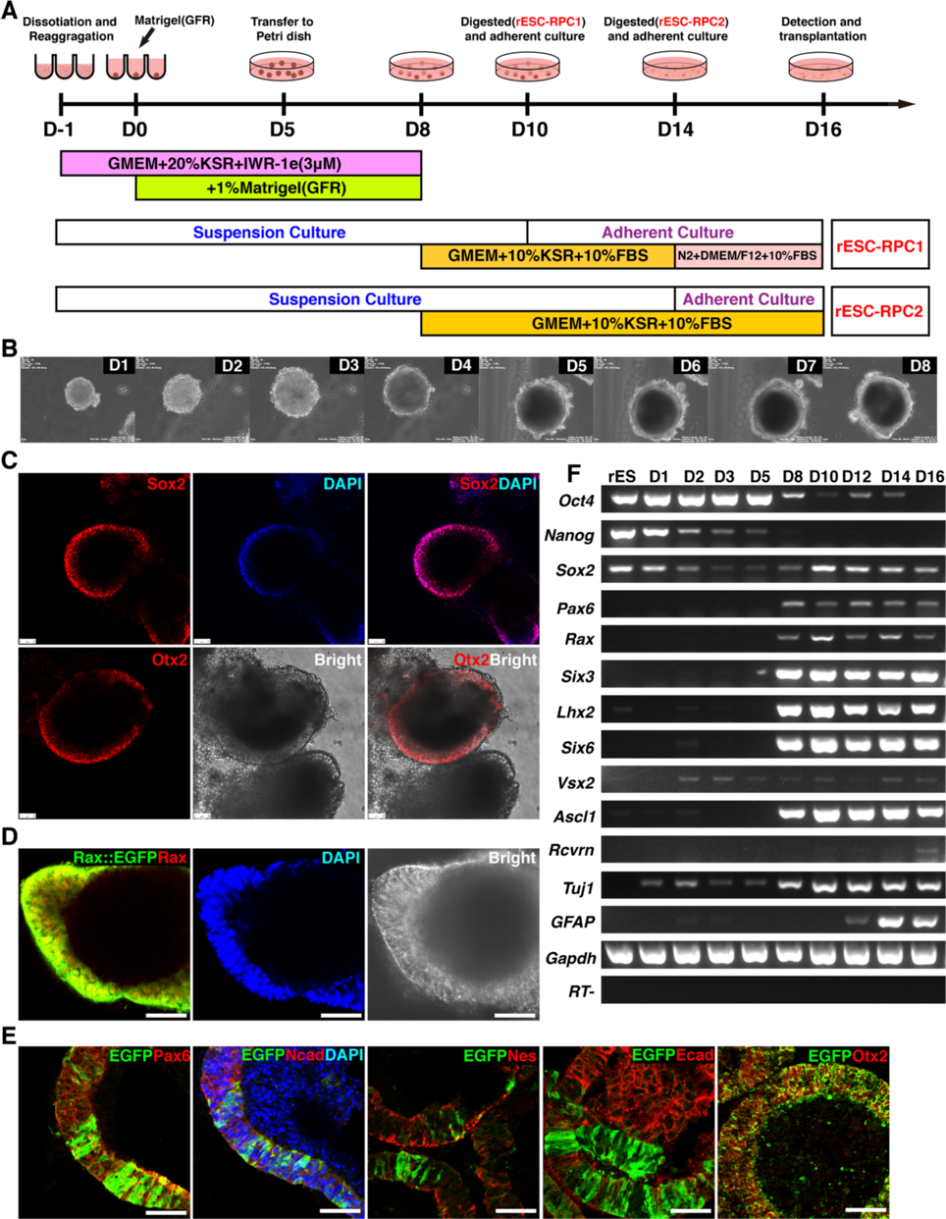
*In vitro* differentiation of rat ESCs into RPCs. **a** Schematic diagram illustrating the strategy for differentiating rESCs into RPCs in this study. **b** Images of morphological changes of differentiating rESCs from day 1 to the formation of neuroectoderm-like structure at day 8. **c** Whole mount immunofluorescence staining, using antibodies against Sox2 and Otx2 (*red*), and bright images of rESC-derived neuroectoderm-like structure at day 8. DAPI (*blue*) was used to highlight the nuclei. Scale bar: 50 μm. **d** Whole mount immunofluorescence staining using antibody against Rax (*red*) and bright images of Rax::EGFP rESC-derived neuroectoderm-like structure at day 8. DAPI (*blue*) was used to highlight the nuclei. Scale bar: 50 μm. **e** Immunofluorescence images of cryosection of the neuroectoderm-like structure derived from Rax::EGFP rESCs at day 8. Antibody against EGFP (*green*) and antibodies against Pax6, N-cadherin/Ncad, Nestin/Nes, E-cadherin/Ecad and Otx2 (*red*) were used. DAPI (*blue*) was used to highlight the nuclei. Scale bar: 50 μm. **f** A representative result of RT-PCR analyses for marker expression during the differentiation process (rESC-RPC2). r*ESCs* rat embryonic stem cells, *RPCs* retinal progenitor cells, *DAPI* 4′,6-diamidino-2-phenylindole, *EGFP* enhanced green fluorescent protein, *RT-PCR* reverse transcription polymerase chain reaction

### Live imaging of neuroectodermal sphere formation

The live images of the cultured cells were obtained using a Nikon BioStation IM-Q system with inverted microscopes (multi-photon) and a build-in CO_2_ incubator. About 30 rESC aggregates were suspended in 5 ml neuroectoderm differentiation medium with Matrigel (GFR) in a 6-cm low attachment Petri dish in the incubator. Photos of cell aggregates were obtained every 30 minutes from D1 to D8. Movies were exported from the Biostation IM software program.

### Immunofluorescence staining

Immunofluorescence staining, used to examine the post-transplantation behaviors of the donor cells and measure the thickness of the retinal outer nuclear layer (ONL), was performed as described previously [15]. Antibodies against the following proteins were used at the manufacturers’ recommended dilutions: Sox2 (Rabbit), Pax6 (Rabbit, Covance, Emeryville, CA, USA), Pax6 (Mouse, DSHB, Iowa City, IA, USA), Nestin (Mouse, BD Biosciences), BrdU (Rat, AbD Serotec, Kidlington, Oxford, UK), PCNA (Mouse, Sigma), Rax (Rabbit, Abcam, Cambridge, UK), Otx2 (Rabbit, Chemicon), Rhodopsin/Opsin (Mouse, Sigma-Aldrich), Recoverin (Rabbit, Millipore), GFAP (Rabbit, Abcam), Map2 (Mouse, Chemicon, Temecula, CA, USA), pH3 (Rabbit, Millipore), Bassoon (Mouse, ENZO Life Sciences, Farmingdale, NY, USA), Synaptophysin (Rabbit, Invitrogen, Camarillo, CA, USA), EGFP (Rabbit, Invitrogen), EGFP (Mouse, MBL, Naka-ku, Nagoya, Japan), GS (Rabbit, Sigma-Aldrich), Cralbp (Mouse, Abcam), Tuj1 (Mouse, Promega, Medison, WI, USA).

For secondary antibody staining, we used the corresponding Cy3 and fluorescein isothiocyanate (FITC) fluorescent-tagged antibodies (Jackson, West Grove, PA, USA or Proteintech, Chicago, IL, US). Nuclear staining was performed with 4′,6-diamidino-2-phenylindole (DAPI, Molecular Probes, Eugene, OR, USA). Stained sections were analyzed with a LSM710 confocal microscope (Zeiss, Jena, Germany).

In addition to the whole retinal examination, we focused more on the donor cells injection spots and the surrounding retina (see below for detail). The ONL thickness was measured based on DAPI staining and calculated as compared with the scale bar (μm).

### 5-Bromo-2′-deoxyuridine incorporation analysis

The cells were plated onto coverslips coated with PDL (Millipore) and Matrigel (BD Biosciences). 5-bromo-2′-deoxyuridine (BrdU, Sigma-Aldrich) was added at a final concentration of 10 μM. Four hours later, cells were fixed for further immunostaining assay.

### RT-PCR and qPCR

Total RNA was extracted from cultured cells or dissociated retina tissue using TRIzol® (Invitrogen) followed by chloroform extraction according to the manufacturer’s protocol. For RT-PCR analysis, 2 μg total RNA was reverse-transcribed using RevertAid™ M-MuLV RT kit (Fermentas, Hanover, MD, USA) and random hexamer primer according to the manufacturer’s instructions. PCR was performed on 1/20 of the final cDNA volume using the 2 × Taq PCR master mix (Promega). Reactions were performed at 60 °C for 30 cycles.

Real-time RT-qPCR was performed with FastStart Universal SYBR Green Master (ROX) (Roche, Mannheim, Germany) according to the manufacturer’s instructions. Signals were detected on an ABI PRISM 7900 machine (Applied Biosystems, Carlsbad, CA, USA). RT-qPCR was performed for various genes and results were normalized to GAPDH levels.

Sequences of primers used in this study are provided in Additional file 1: Table S1.

### Flow cytometric analysis

The cultured cells were dissociated by TrypLE (Gibco) into a single cell suspension, and then fixed with 4 % paraformaldehyde and permeabilized by ice-cold methanol. Before staining, the sample cells were washed and resuspended at 5 ~ 10 × 10^6^ cells/ml in PBS containing 1 % BSA and 0.03 % NaN_3_ (wash buffer) and then stained by the specific antibodies (PerCP-Cy™5.5 Mouse anti-Sox2, BD Biosciences; Alexa Fluor® 647 Mouse anti-GFAP, BD Biosciences; Alexa Fluor® 647 Mouse anti-Nestin, BD Biosciences; Alexa Fluor® 488 Mouse anti-Ki-67, BD Biosciences; PE anti-mouse CD133, Biolegend, San Diego, CA, USA). After antibody conjugate was added, the cells were incubated in the dark on ice for 30 min, and washed twice with wash buffer. The cell samples were resuspended and analyzed on a flow cytometer (Accuri C6, with the C6 software, BD Biosciences).

### Generation of knock-in rESC lines

The gene-targeting strategy and vector construction for Rax::EGFP is illustrated in Additional file 2: Figure S1. The site-specific transcription activator-like effector nucleases (TALENs) [55] were engineered to facilitate homologous recombination in rESCs. The TALENs (Forward target loci: CCTAGACACCTTTCCT; Reverse target loci: CCCGCTCCTTCGAGCC) designed to cause a double-strand break in exon1 of rat Rax gene and the targeting construct were constructed by ViewSolid Biotech Co. Ltd. (Beijing, China). To generate the targeting construct for homologous recombination in rESC, the 5′ arm (535 bp) and 3′ arm (808 bp) were amplified by PCR from rESC (DA8-16) genomic DNA. The cDNA of EGFP was fused in-frame into the first exon of *Rax* gene at the initial ATG. A PGK promoter-driven neomycin-resistance selection cassette flanked by loxP sites was inserted downstream of EGFP. The rESCs (DA8-16) were cotransfected with the targeting vector and both TALEN vectors using Fugene HD (Roche). Transfected cells were plated onto Neo-resistant feeder MEF cells. Homologous-recombinant rESCs (single clone) selected with 500 μg/ml G418 (Gibco) were picked and screened by PCR genotyping and further confirmed by Sanger sequencing. The floxed PGK-neo cassette was removed by transient transfection with the Cre-expressing plasmid (pCAG-GS-Cre) using FuGene HD and the resultant subclone Rax-G-DA#60 was established.

### Dissociation of the retinal tissue and in vitro culture

Primary retinal progenitor cells (P-RPC) from P1 Sprague–Dawley (SD) rats were digested in the papain dissociation system (Roche) as described previously [15]. The cells were then suspended in GMEM supplemented with DNase I (0.05 mg/ml) and kept on ice prior to virus conduction, RNA extraction or collected in TRIzol® for microarray analyses.

For EGFP labeling, P-RPC were plated on a Matrigel coated 10-cm dish and cultured in Neurobasal A® medium (Gibco) supplemented with 2 % B27 (Gibco), 20 ng/ml EGF (Peprotech, Rocky Hill, NJ, USA), 20 ng/ml bFGF (Peprotech), 0.1 mM nonessential amino acids, 1 mM glutamine (Gibco), 100 U/ml penicillin and 100 mg/ml streptomycin. Lentivirus carried EF1α promoter driven EGFP were prepared as described [15] and infected the plated P-RPC. After 48 hours, P-RPC were digested by TrypLE and resuspended in PBS supplemented with DNase I for transplantation.

### Animal experimentation

All animal experiments were conducted with the approval and under the supervision of the Animal Care Committee at the Shanghai Jiao Tong University School of Medicine. Animals were cared for in accordance with the Association of Research for Vision and Ophthalmology statement for the use of Animals in Ophthalmic and Vision Research.

Twenty one-day-old, tan-hooded and pink-eye congenic RCS rats, breeding under a 12 hr light/dark cycle, were used in this study. The left eyes (oculus sinister, OS) were treated with cell (2 × 10^5^ cells per eye in 2 μl PBS) transplantation while the right eyes (oculus dexter, OD) were injected with 2 μl PBS in the subretinal space to serve as sham control. RCS rats without subretinal injection were used as the disease control.

The rats were anesthetized and the subretinal transplantation was performed as described previously [14]. Briefly, under a stereo microscope, a 30-gauge needle was inserted into the vitreous chamber 1 mm behind the corneoscleral limbus, and vitreous fluid was drained off to reduce the intraocular pressure. Subsequently, a 33-gauge needle (Hamilton, Reno, NV, USA) carrying cells or PBS was inserted into the subretinal space, 1–2 mm temporal to the optic nerve papilla and between the two major retinal blood vessel branches. The eyes were examined at two, four and six weeks, as well as two months after the transplantation with various methods, such as electroretinographic (ERG) analysis, immunofluorescence staining, and so on.

### Electroretinographic analysis

Corneal ERG recordings from both eyes of rats were obtained at two, four and six weeks after the transplantation or sham injection, with an AVES system (Kanghua Rui Ming Technology Co. Ltd., Chongqing, China) following the procedures described previously [56].

### Microarray analysis

The microarray data are accessible at the GEO database under accession number GSE67213. RNA samples from three independent experiments were hybridized to a whole rat gene expression microarray (Affymetrix GeneChip® Rat Genome 230 2.0 Array) following the manufacturer’s instructions. For each sample, the background was removed, and raw data were normalized by MAS 5.0 algorithm, Gene Spring Software 11.0 (Agilent Technologies, Santa Clara, CA, USA). A hierarchical clustering of samples was performed using Cluster 3.0 software (Michael Eisen, Stanford University). Heat maps were generated using Java Treeview software. Gene ontology (GO) analyses were performed using DAVID 6.7 [57].

### Statistical analysis

All values were analyzed by Student’s *t* test or one-way analysis of variance (ANOVA) to determine the significance of the differences. *P* < 0.05 was considered statistically significant.

## Results

### In vitro differentiation of rESCs into RPCs

In order to develop an efficient retinal lineage differentiation protocol for rESCs, we tested some key factors reported on mouse and human ESC differentiation towards retinal lineage and their different combinations [17, 58, 59], and established the current optimized protocol (Fig. 1a). Briefly, we started with the SFEBq (quickly-aggregated/Serum-Free Embryonic Body) [60] culture by aggregating single rESCs in ultra-low-attachment 96-well plates (5,000 cells/well) with a serum-free differentiation medium (GMEM + 20 %KSR) containing a Wnt inhibitor (IWR-1e), which is known to have a rostralizing effect [61], to counteract the caudalizing activity of the high concentration of KnockOut™ Serum Replacement (KSR) during the early culture phase [17]. Matrigel (growth-factor-reduced, GFR) was added to the medium to make its final concentration 1 % on day 0. The cells were maintained under this condition until day 8, when a neuroectoderm like sphere structure appeared (Fig. 1b and Additional file 3: Movie S1). From day 8 to day 14, the differentiation medium was changed to GMEM containing 10 % KSR and 10 % FBS. At day 10, the aggregates were digested into single cells and passed into poly-D-lysine (PDL) and Matrigel coated plates for adherent culture. The culture medium was changed to N2 and DMEM/F12 containing 10 % FBS at day 14 and cells were harvested at day 16 (termed as rESC-RPC1). The tested donor cells were also prepared by an alternative method: the suspension culture was maintained to day 14, when aggregates were digested into single cells for adhesive culture and harvested on day 16 (termed as rESC-RPC2). For rESC-RPC2, cells were cultured in a GMEM differentiation medium containing 10 % KSR and 10 % FBS from day 8 to day 16 (Fig. 1a).

Since the neuroectoderm-like sphere structure is considered a critical stage for SFEBq self-organizing differentiation [17], we examined the aggregates for the neuroectoderm-like sphere structure by whole mount immunostaining at day 8. The cells in the neuroectoderm-like structure expressed neural progenitor cell (NPC) marker Sox2 and anterior neural marker Otx2 (Fig. 1c), suggesting that these rESCs had been differentiated into NPCs. In order to better monitor the process of rESC differentiation into retinal lineages, we generated a rESC line (Rax::EGFP rESC) carrying a EGFP reporter inserted homologously into one allele of the genomic locus of *Rax*, a marker for the retinal progenitors, using the TALEN technique (see Methods and Additional file 2: Figure S1). The Rax::EGFP rESCs were induced to retinal lineage differentiation by the same SFEBq method as used for rESC-RPC2 generation. Rax-driven expression of EGFP could be detected in some cells in the neuroectoderm-like structure at day 8, indicating the retinal lineage differentiation (Fig. 1d). Cryosection immunofluorescence examination revealed that cells in the Rax::EGFP rESC-derived neuroectoderm-like structure expressed NPC markers, including Pax6, N-Cadherin and Nestin (Fig. 1e). Furthermore, it appeared that E-Cadherin positive cells were negative for Rax::EGFP but N-Cadherin positive cells and Nestin positive cells were partially colocalized with Rax::EGFP cells. Although Pax6-positive and Rax::EGFP-positive cells were partially overlapped, all Rax::EGFP cells expressed Rax. These findings verified that Rax::EGFP authentically represented the endogenous expression of Rax in rESC-derived cells. In addition, we examined the expression pattern of pluripotency-associated markers and neural or retinal lineage markers during the differentiation process by RT-PCR assays (Fig. 1f and Additional file 4: Figure S2a). The results showed that pluripotency markers Oct4 and Nanog were down regulated upon differentiation while the eye field transcription factors (EFTFs), such as *Pax6*, *Rax*, *Six3*, *Six6,* and *Lhx2* were up regulated, suggesting the retinal lineage differentiation. Consistent with the immunofluorescence staining result, the transcript of *Rax* was detected at day 8 and afterwards. The neuronal marker *Tuj1* began to express in the early days and became upregulated in the late stage of differentiation, while the glia marker *GFAP* could only be detected late during differentiation. For an unknown reason, *Tuj1* expression at D5 was relative weak in both rESC-RPCs. Generally, both rESC-RPCs showed similar differentiation patterns although retinal lineage gene expressions were a little weaker in rESC-RPC1 than rESC-RPC2 (Fig. 1f and Additional file 4: Figure S2a). Moreover, expression of the photoreceptor precursor marker *Recoverin* was also found in rESC-RPC2 rather than rESC-RPC1 by the end of differentiation (Fig. 1f). Expression patterns of these markers suggest that rESC-derived cells were comprised primarily of RPCs with some NPCs and photoreceptors.

### Characterization of rESC-derived RPCs

To learn more about the rESC-RPCs harvested on day 16 of the differentiation at a molecular level, we compared the expression pattern of various markers between undifferentiated rESCs and rESC-RPCs (both rESC-RPC1 and rESC-RPC2). The P-RPCs prepared from postnatal day 1 (P1) Sprague–Dawley (SD) rats were used as the control. Differentiated rESCs at day 10 were also included (Fig. 2a). The RT-qPCR results showed that pluripotency-associated genes (*Nanog* and *Oct4*) were almost not detectable in both rESC-RPCs and P-RPCs, whereas the expressions of NPC markers (*Sox2*, *Nestin*, and *Ascl1*), anterior neuroepithelium progenitor marker *Otx2*, as well as neuronal marker *Tuj1* were higher in rESC-RPCs and P-RPCs than in rESCs. Moreover, EFTFs, including *Rax*, *Pax6*, *Lhx2*, *Six3*, and *Six6* [62], were induced to express in rESC-derived cells, even though at lower levels when compared with P-RPCs. Furthermore, the expression of the neural retina progenitor marker *Vsx2* (*Chx10*), specific bipolar cell marker *PKCα* and rod photoreceptor precursor marker *Nrl* were also detected in the rESC-RPCs. The difference between rESC-RPC1 and rESC-RPC2 is that rESC-RPC1 expressed a higher level of *GFAP*, whereas rESC-RPC2 had a higher level of *Tuj1*.

**Fig. 2:**
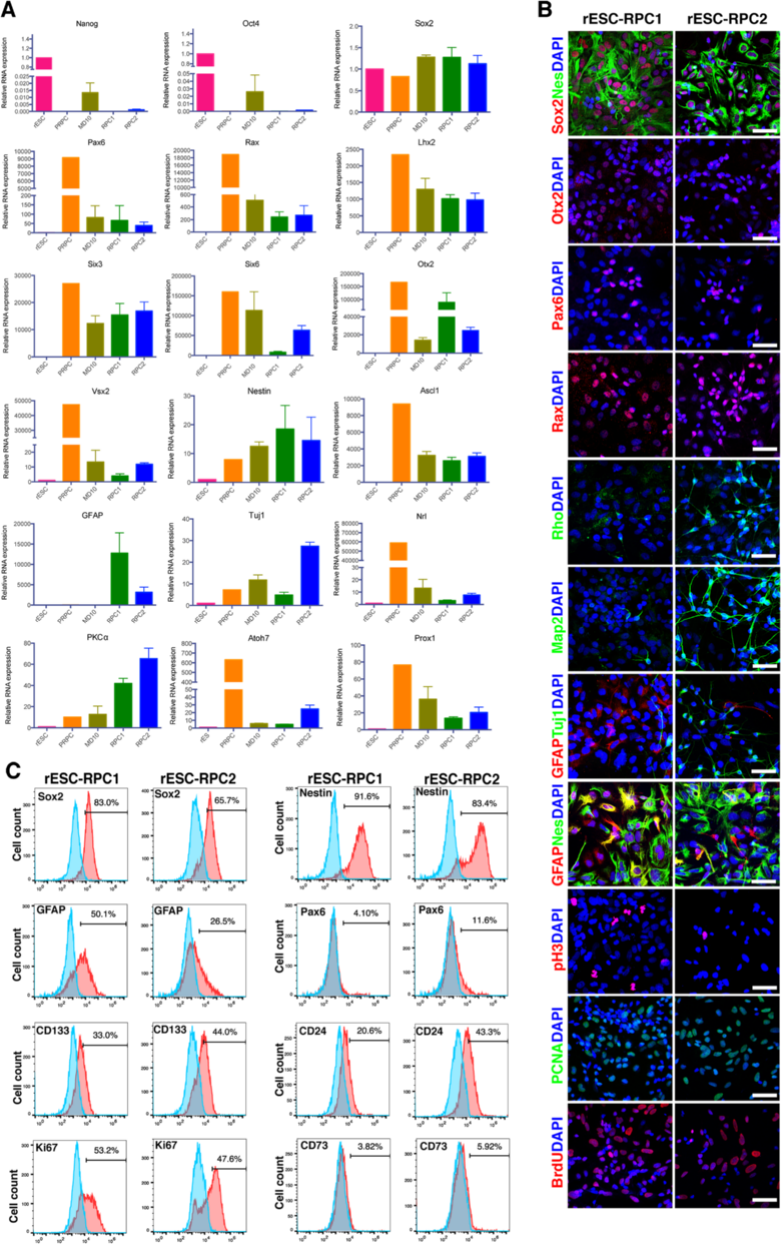
Characterization of rESC-RPCs at D16. **a** Comparisons of various marker expressions among rESCs, rESC-RPCs and other controls, including samples of differentiating rESCs at day 10 and P-RPCs. The relative mRNA levels of marker genes were determined by RT-qPCRs. Error bars represent the mean ± SD, n = 3. **b** Representative confocal immunofluorescence images of rESC-RPCs for NPC markers (Sox2, Nestin/Nes), anterior neural marker (Otx2), proliferation markers (pH3, PCNA and BrdU), retinal progenitor markers (Rax and Pax6), neuronal marker (Tuj1) and astrocyte and radial glia cell marker (GFAP). Scale bar: 50 μm. **c** Representative FCM profiles of rESC-RPCs for subpopulations expressing Sox2, Nestin, CD133, GFAP, Ki67, CD73 and CD24. Corresponding IgG was applied as the negative isotype control. *rESC* rat embryonic stem cell, *RPCs* retinal progenitor cells, *RT-qPCR* reverse transcription-quantitative polymerase chain reaction, *NPC* neural progenitor cell

To further characterize rESC-RPCs, we examined their protein expression of neural lineage and retinal progenitor markers with immunofluorescence staining (Fig. 2b). Extensive staining of Sox2 and Nestin was readily detected in both rESC-RPC1 and rESC-RPC2. Retinal progenitor markers Pax6, Otx2, and Rax were all expressed in these two cell populations, but the staining for Otx2 is much stronger in rESC-RPC1 than that in rESC-RPC2 while the staining for Pax6 and Rax were similar in both. Consistent with the RT-qPCR results, there were more GFAP-expressing cells in rESC-RPC1 than in rESC-RPC2, while rESC-RPC2 had a higher fraction of cells expressing Tuj1 and Map2 than rESC-RPC1, confirming that rESC-RPC2 contained more neurons while rESC-RPC1 had more glia cells. Double staining of GFAP and Nestin revealed that a considerable part of the GFAP positive cells in rESC-RPC1 were Nestin-positive radial glia neural progenitor cells. In particular, rESC-RPC2 contained more cells expressing rod photoreceptor marker Rhodopsin/Rho than rESC-RPC1. Furthermore, similar proliferation capacity was verified by positive staining for antibodies against pH3 and PCNA as well as incorporation of BrdU into both groups of rESC-RPCs.

Finally, as shown in Fig. 2c, we analyzed the cellular component of rESC-RPCs with flow cytometry (FCM). The majority of rESC-RPCs were both Sox2-positive and Nestin-positive, indicating they were differentiating towards retinal neurons rather than RPE. About one third of rESC-RPCs were reactive to the antibody of CD133, which stains neuroblastic embryonic retina and in the developing photoreceptor cell layer during postnatal development [63]. Furthermore, some rESC-RPCs were reactive to CD73 antibody, and a higher fraction of rESC-RPC2 (about 40 %) was reactive to the antibody to CD24 than that of rESC-RPC1 (about 20 %). CD24 has been reported ubiquitously expressing throughout the developing embryonic and postnatal neural retina during retinal development [63]. These two markers, CD73 and CD24, have been used for sorting photoreceptors for transplantation [63]. The low level of CD73 expression might indicate the prenatal stage of rESC-RPCs as compared with the in vivo developmental stage [63]. A similar percentage (about 50 %) of Ki67 positive proliferating cells was found in the two rESC-RPCs. Consistent with the immunofluorescence staining result (Fig. 2b), we observed more GFAP positive cells in rESC-RPC1 (50 %) than in rESC-RPC2 (26.5 %) (Fig. 2c). Based on these data, we concluded that rESC-RPCs achieved substantial retinal lineage differentiation by day 16, and such rESC-RPCs contain committed retina lineage cells and some NPCs.

### Whole genome gene expression analysis of rESC-RPCs

To further define rESC-RPCs at a global scale, we performed genome-wide transcript profiling for rESC-RPCs and P-RPCs with three biological replicates for each cell type. 

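RNA of 9 samples, 3 each of P-RPC, rESC-RPC1 and rESC-RPC2, was hybridized to Affymetrix Rat Genome 230 2.0 arrays, with 1 array per sample. The P-RPC samples were cells of the neural retina of SD rats at postnatal day 1, freshly dissociated with papain, and the paper's text describes no sorting of them. Both kinds of rESC-RPCs came from a rESC line of DA rats and were harvested on day 16, after adherent culture from day 10 for rESC-RPC1 and from day 14 for rESC-RPC2. In every comparison with P-RPC, the strain and the step from tissue to culture therefore change together with the cell type, and the arrays cannot separate them. On day 14 rESC-RPC1 also went into N2 medium, so the medium changes together with the time of adherence wherever the kinds of rESC-RPCs are compared. The authors turned the scans into a MAS 5.0 signal per probe set, on a linear scale, and the mean signal of an array after trimming 2% of the values from each end was 500.2 on all 9 arrays. Signals were raised to at least 1 and taken to log2. A signal of 123, the median of all values, served as the detection threshold, and 9956 genes with a probe set at or above it on at least 3 arrays were tested, each by its probe set of highest mean. A gene was called changed at an adjusted p under 0.05 from limma and a fold change of at least 2. Where all arrays of a group lay under the threshold, the fold against that group is given as a lower bound. With 3 arrays per group, the number of arrays limits the precision of each value.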

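Hbb (gene ID 24440), a globin gene of red blood cells, had a signal of 14347 ± 609.6 (SD, n = 3) in P-RPC and was at least 117-fold lower in both kinds of rESC-RPCs. Neurod1 (gene ID 29458), a transcription factor of differentiating photoreceptors and other retinal neurons, had a log2 fold change of -6.68 in rESC-RPC1 against P-RPC with values under the detection threshold raised to it (adjusted p = 6.19e-09 on unraised values) and was at least 109-fold lower in rESC-RPC2. Col1a2 (gene ID 84352), a chain of type I collagen, rose to a signal of 14284 ± 4928 (SD, n = 3) in rESC-RPC1, a log2 fold change of 6.77 with values raised in the same way (adjusted p = 1.56e-08 on unraised values), and that in rESC-RPC2 was 4.61. Tagln, an actin-binding protein of smooth muscle, was at least 25.9-fold higher in rESC-RPC1 and at least 54.5-fold higher in rESC-RPC2. Between the kinds of rESC-RPCs, Npvf (gene ID 60570), which encodes an RFamide neuropeptide precursor, reached 5443 ± 530.3 (SD, n = 3) in rESC-RPC2, with a log2 fold change of 4.46 (standard error 0.36, adjusted p = 8.81e-06) against rESC-RPC1. Dct, an enzyme of melanin synthesis, and Maob, a monoamine oxidase, were lower in rESC-RPC2, with log2 fold changes of -4.36 and -4.32, values again raised to the threshold. Of the 9956 genes, 2144 (21.5%) were changed between rESC-RPC1 and P-RPC, with 1192 higher and 952 lower in rESC-RPC1. Between rESC-RPC2 and P-RPC 2361 genes (23.7%) were changed, 1069 higher and 1292 lower in rESC-RPC2, and between rESC-RPC2 and rESC-RPC1 1421 (14.3%), 500 higher and 921 lower in rESC-RPC2. P-RPC replicate 1 stood apart in lens genes, with 14 of 18 on the array at least 4 times above both other P-RPC arrays. Without it 1910, 2116 and 1386 genes were changed, but without P-RPC replicate 2 the counts were 1861, 2108 and 1386, so the lower counts are not particular to that array. In each case the filter then drops genes seen in P-RPC alone, so fewer genes lower in the rESC-RPCs follow by construction. The excess of lower genes in rESC-RPC2 against P-RPC turned round under median centring, with 1187 higher and 1161 lower. Without P-RPC replicate 1, 2 or 3 the excess also turned round, with 1076 and 1040, 1069 and 1039, and 1051 and 1049. There the filter drops genes seen in P-RPC alone, which lowers the number of lower genes. The fit also has 1 array fewer, and these effects were not separated. The excess remained under quantile normalization (1113 and 1230), with no filter (1265 and 1613) and over probe sets (1945 and 2121). Over probe sets instead of genes, the counts were 3732, 4066 and 2422.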

In total, 3,343 genes were differently expressed between rESC-RPC1 and P-RPC, 3,758 genes between rESC-RPC2 and P-RPC, and 2,045 genes between rESC-RPC2 and rESC-RPC1 at the level of two-fold and more (*P* < 0.05) (Table 1). We analyzed high expression genes of different groups according to the heat map (Fig. 3a). 

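Photoreceptor genes stood out among the genes high in P-RPC, with 23 of the 24 measured higher there than in each kind of rESC-RPCs (Fisher's exact test, adjusted p = 6.51e-24). On the array were 39 photoreceptor genes, of which these 24 passed the filter. The mean log2 signal of the 24 was under the detection threshold on every array of both kinds of rESC-RPCs. They pass the filter mainly through the P-RPC arrays, so this Fisher p cannot be separated from the filter. Gnat2 (gene ID 365901), the transducin subunit of cones, had a signal of 2846 ± 365 (SD, n = 3) in P-RPC and was at least 23.1-fold lower in both. Prdm1, a transcription factor of photoreceptor precursors, was at least 26.5-fold lower in both. Of the amacrine and horizontal cell genes 12 of 18 were high in P-RPC (adjusted p = 3.45e-09), among them Tfap2b, at 4030.4 ± 556 (SD, n = 3) and at least 32.7-fold lower in both kinds of rESC-RPCs. The set also took in 7 of 14 ganglion cell genes (adjusted p = 0.000154), 5 of 12 Muller glia genes (adjusted p = 0.00521) and 4 of 8 bipolar cell genes (adjusted p = 0.00718). Between groups, the bipolar list did not pass camera in rESC-RPC1 against P-RPC (2 higher, 4 lower and 2 not called, adjusted p = 0.338) or in rESC-RPC2 (3 higher, 4 lower and 1 not called, adjusted p = 0.757). Neither did the Muller glia list in rESC-RPC1 (3 higher, 5 lower and 4 not called, adjusted p = 0.204) or the ganglion cell list in rESC-RPC2 (2 higher, 8 lower and 4 not called, adjusted p = 0.102). The ganglion cell list was lower in rESC-RPC1 (adjusted p = 0.000119 from camera, and adjusted p = 0.218 with an estimated correlation) and the Muller glia list in rESC-RPC2 (adjusted p = 0.00544 from camera, and adjusted p = 0.405 with an estimated correlation). The amacrine and horizontal cell list was lower by camera in rESC-RPC1 (adjusted p = 0.00143, and adjusted p = 0.292 with an estimated correlation). It was lower in rESC-RPC2 too (adjusted p = 0.0334 from camera, and adjusted p = 0.453 with an estimated correlation). Its calls were 2 higher, 12 lower and 4 not called in rESC-RPC1 and 5 higher, 12 lower and 1 not called in rESC-RPC2. These counts were the same when adjusted over the list alone. Genes of other cells of the eye were high in P-RPC as well, with 10 of 11 microglia and macrophage genes (adjusted p = 7.01e-10), 6 of 10 retinal pigment epithelium genes (adjusted p = 0.000154) and all 3 lens genes that passed the filter of 18 on the array (adjusted p = 0.00232). The mean log2 signal of these 3 was 14.50, 8.67 and 10.32 in P-RPC replicates 1, 2 and 3, so replicate 1 stood far above the others. Of the microglia genes on the array 11, 1 and 0 were detected in P-RPC, rESC-RPC1 and rESC-RPC2, and of the lens genes 11, 0 and 0. The lens count in P-RPC rests largely on replicate 1. Crygd, Cryba2, Cryba4, Crygc, Lim2, Gja3 and Bfsp1 were under the detection threshold in replicates 2 and 3, and Crybb2 in replicate 2. Only Cryba1, Crybb3 and Cryaa were above it on all P-RPC arrays. Microglia and lens genes pass the filter mainly through the P-RPC arrays, so the Fisher p of these lists cannot be separated from the filter. By camera the lens list passed in neither comparison with P-RPC (adjusted p = 0.0696 and adjusted p = 0.095), nor did the retinal pigment epithelium list in rESC-RPC1 (adjusted p = 0.0799). Among the genes high in rESC-RPC1 were 10 of 17 mesenchymal and smooth muscle genes (adjusted p = 7.35e-09), 11 of 31 astrocyte and radial glia genes (adjusted p = 5.95e-07) and 5 of 9 interferon response genes (adjusted p = 0.000154). Against P-RPC these lists had 14, 23 and 6 genes higher and 1, 1 and 0 lower in rESC-RPC1. They were higher by camera (adjusted p = 5.27e-05, adjusted p = 5.90e-07 and adjusted p = 0.0107). With an estimated correlation none passed (adjusted p = 0.292, adjusted p = 0.297 and adjusted p = 0.218). Gfap (gene ID 24387), the intermediate filament of astrocytes, had a signal of 3689 ± 194 (SD, n = 3) in rESC-RPC1, at least 30.1-fold above P-RPC. From there it fell in rESC-RPC2, with a log2 fold change of -2.01 (standard error 0.26, adjusted p = 0.00015). Among the genes high in rESC-RPC2 were 7 of 20 genes of ventral forebrain GABAergic neurons (adjusted p = 8.74e-06), 4 of 18 amacrine and horizontal cell genes (adjusted p = 0.00735) and 2 of 5 hypothalamus genes (adjusted p = 0.0354). Sst, the somatostatin precursor, rose from 469.6 ± 60.2 in P-RPC and 1276 ± 219.8 in rESC-RPC1 to 7321 ± 299 in rESC-RPC2 (SD, n = 3 each). A gene counted as high in a group when it was called higher there than in each of the other groups, which held for 705 genes (7.08%) in P-RPC, 448 (4.50%) in rESC-RPC1 and 286 (2.87%) in rESC-RPC2. Independent lists of the same sizes would share 124, 110.3 and 53.7 genes, and 100 simulations of unchanged groups with the shared arrays gave 0 in each group. Unchanged groups leave few calls to share, and independent lists leave out the shared arrays. Neither figure tells how many of these genes the shared arrays alone would give. Without P-RPC replicate 1, 2 or 3 the set of P-RPC held 476, 469 and 474 genes. A gene seen in P-RPC alone then has 2 arrays left where the filter asks for 3. The effect of fewer arrays in the fit was not separated from this.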

Gene ontology (GO) analysis showed that the highly expressed genes in P-RPCs primarily encoded molecules associated with cell cycle and mitosis (Fig. 3b). 

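Of 82 measured cell cycle and mitosis genes, 29 were lower in rESC-RPC1 than in P-RPC and 49 in rESC-RPC2. Mki67, the proliferation marker Ki67, had a signal of 6902 ± 28.4 in P-RPC, 3019.8 ± 210 in rESC-RPC1 and 2025 ± 209.6 in rESC-RPC2 (SD, n = 3 each). Its log2 fold changes were -1.19 (standard error 0.09, adjusted p = 1.31e-06) and -1.77 (standard error 0.09, adjusted p = 9.11e-08) against P-RPC. Kif18a (gene ID 362186), a kinesin of mitotic chromosome alignment, fell by 2.80 and 3.44 on the log2 scale (standard error 0.15 each), and Ccnd1, the G1 cyclin D1, fell by 2.51 and 2.38 (standard error 0.16 each). Pcna, the DNA polymerase clamp, was not called, with log2 fold changes of -0.60 (standard error 0.07, adjusted p = 5.29e-05) and -0.53 (standard error 0.07, adjusted p = 0.000108). In rESC-RPC1 the other 53 cell cycle genes were not called (adjusted p = 4.03e-15 from camera, and adjusted p = 0.259 with an estimated correlation). In rESC-RPC2 the other 33 were not (adjusted p = 8.27e-17 from camera, and adjusted p = 0.259 with an estimated correlation). The count of higher genes was 0 by limma in both, also at an unadjusted p under 0.05, and all counts were the same when adjusted over the list alone. In the set of genes high in P-RPC stood 27 of the 82 (Fisher's exact test, adjusted p = 1.30e-10). Notch signaling genes followed, with 9 of 19 in that set (adjusted p = 1.96e-05). In rESC-RPC1 1 of them was higher, 10 lower and 8 not called (adjusted p = 0.00338 from camera, and adjusted p = 0.259 with an estimated correlation). In rESC-RPC2 12 were lower and the other 7 not called (adjusted p = 0.000259 from camera, and adjusted p = 0.243 with an estimated correlation). These counts too were the same when adjusted over the list alone. Hes6, a basic helix-loop-helix factor of neurogenesis, had log2 fold changes of -2.33 and -2.38 (standard error 0.14 each) from 19777 ± 1555 (SD, n = 3) in P-RPC. Histone modification genes, with 1 of 31 in the set (adjusted p = 1), and p53 signaling genes, with 2 of 16 (adjusted p = 0.718), were not enriched. Between groups, the histone modification list was lower in rESC-RPC1 than in P-RPC (adjusted p = 0.00813 from camera, and adjusted p = 0.284 with an estimated correlation), with 3 genes lower and 28 not called, also when adjusted over the list alone. In rESC-RPC2 it did not pass, with 1 lower and 30 not called (adjusted p = 0.106 from camera). At a fold change of at least 4, where the set of P-RPC shrinks to 277 genes, the cell cycle genes were no longer enriched in it (adjusted p = 1).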

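Of 55 measured genes of cell adhesion and the extracellular matrix, 41 were higher in rESC-RPC1 than in P-RPC, and of 80 genes of neuron differentiation and axonogenesis, 32 were higher in rESC-RPC2 than in P-RPC. Col3a1 (gene ID 84032), a fibrillar collagen, was at least 34.2-fold higher in rESC-RPC1 than in P-RPC, at 4244 ± 854 (SD, n = 3), and its log2 fold change in rESC-RPC2 against rESC-RPC1 was -4.75 (standard error 0.18, adjusted p = 1.75e-07). Cd9 (gene ID 24936), a tetraspanin of the cell surface, had log2 fold changes of 2.47 (standard error 0.16, adjusted p = 5.51e-07) in rESC-RPC1 against P-RPC and -2.09 (standard error 0.16, adjusted p = 5.30e-06) in rESC-RPC2 against rESC-RPC1. Of the other adhesion and matrix genes, 2 were lower and 12 not called in rESC-RPC1 against P-RPC (adjusted p = 2.05e-11 from camera, and adjusted p = 0.218 with an estimated correlation). In rESC-RPC2 against rESC-RPC1 2 were higher, 33 lower and 20 not called (adjusted p = 5.36e-08 from camera, and adjusted p = 0.243 with an estimated correlation). Against P-RPC 27 were higher, 5 lower and 23 not called in rESC-RPC2. There the list was higher too (adjusted p = 0.00338 from camera, and adjusted p = 0.430 with an estimated correlation). The genes high in rESC-RPC1 held 27 of the 55 (Fisher's exact test, adjusted p = 1.36e-20). Blood vessel genes counted 16 higher, 3 lower and 12 not called in rESC-RPC1 against P-RPC (adjusted p = 0.00217 from camera, and adjusted p = 0.245 with an estimated correlation). In rESC-RPC2 against rESC-RPC1 1 was higher, 11 were lower and 19 not called (adjusted p = 0.14 from camera). Of the 31, 7 were high in rESC-RPC1 (Fisher's exact test, adjusted p = 0.00232). They went different ways. Fgfr1, a fibroblast growth factor receptor, had a log2 fold change of 1.60 (standard error 0.14) in rESC-RPC1 against P-RPC and of -1.28 (standard error 0.14) in rESC-RPC2 against rESC-RPC1. Ccn1, a matrix protein of vessel formation, was at least 10.1-fold higher in rESC-RPC1 than in P-RPC and rose further in rESC-RPC2, with a log2 fold change of 1.84 (standard error 0.43) against rESC-RPC1, whereas Kdr, the VEGF receptor of endothelial cells, fell by 3.43 on the log2 scale in rESC-RPC1 against P-RPC (standard error 0.27). Genes of hypoxia response and glycolysis were also enriched in the set of rESC-RPC1, with 7 of 33 (adjusted p = 0.0033). Against P-RPC 10 of them were higher, 4 lower and 19 not called (adjusted p = 0.136 from camera). In rESC-RPC2 15 were lower and 18 not called against rESC-RPC1 (adjusted p = 5.36e-08 from camera, and adjusted p = 0.0904 with an estimated correlation), with 0 higher by limma, also at an unadjusted p under 0.05. Against P-RPC 5 were higher there, 11 lower and 17 not called (adjusted p = 0.0246 from camera, and adjusted p = 0.259 with an estimated correlation). Enrichment was not found for fatty acid metabolism genes, with 4 of 48 in the set (adjusted p = 0.469). Of the 48, 13 were higher, 4 lower and 31 not called against P-RPC (adjusted p = 0.000369 from camera, and adjusted p = 0.259 with an estimated correlation). In rESC-RPC2, Tubb3, the neuronal tubulin, had a log2 fold change of 1.45 (standard error 0.15, adjusted p = 4.03e-05) against rESC-RPC1, from 2512 ± 626 to 6729 ± 172 (SD, n = 3 each). Mapt, the axonal protein tau, and Reln, the secreted guidance protein reelin, rose by log2 fold changes of 1.35 (standard error 0.10) and 1.70 (standard error 0.11). Of the neuron differentiation genes, 25 were higher, 2 lower and 53 not called against rESC-RPC1 (adjusted p = 6.51e-08 from camera, and adjusted p = 0.243 with an estimated correlation). Against P-RPC 13 were lower and 35 not called (adjusted p = 8.53e-05 from camera, and adjusted p = 0.292 with an estimated correlation). Of the 80, 14 were high in rESC-RPC2 (Fisher's exact test, adjusted p = 5.95e-07). Wnt signaling genes were not enriched there, with 2 of 23 (adjusted p = 0.41). Against rESC-RPC1 2 of them were higher, 10 lower and 11 not called (adjusted p = 0.0312 from camera, and adjusted p = 0.242 with an estimated correlation). All these counts were the same when adjusted over the list alone. At a fold change of at least 4, the blood vessel and hypoxia genes were no longer enriched in rESC-RPC1 (adjusted p = 0.881 and adjusted p = 0.904), nor were the neuron differentiation genes in rESC-RPC2 (adjusted p = 1), where 20 genes remain and chance alone would put fewer than 1 of the list among them.

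**Figure D1:**
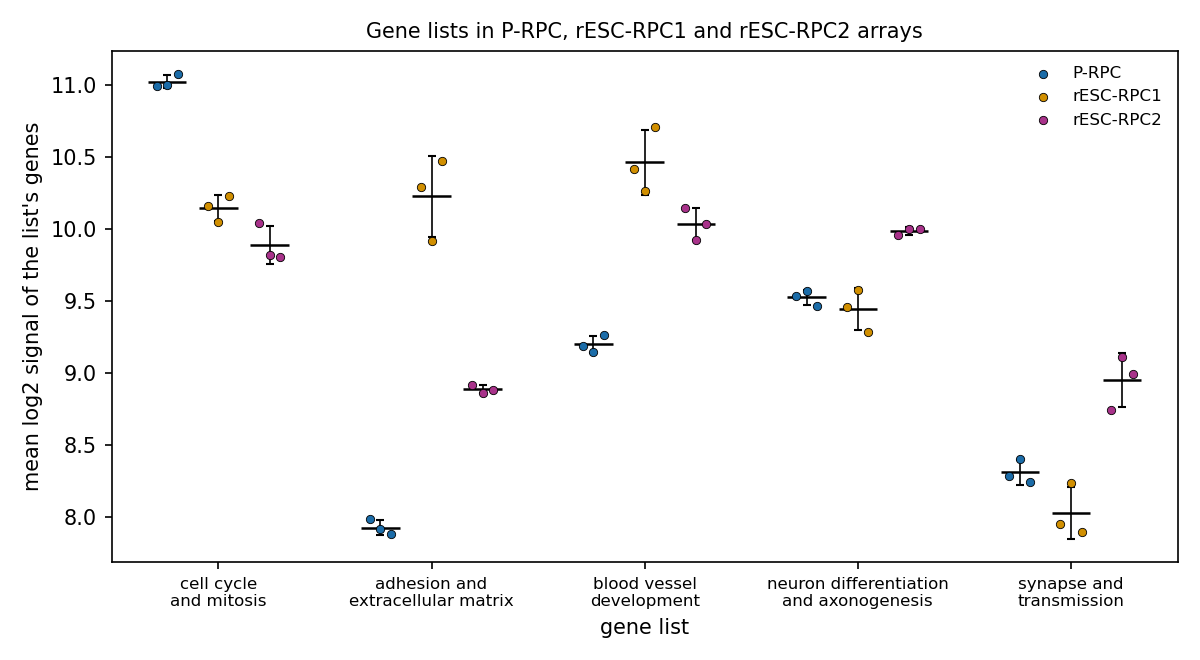
Mean log2 signal of the measured genes of 5 lists on each of the 9 arrays, with the lists side by side and the 3 cell types within each. Points are arrays, bars are the mean of the 3 arrays and error bars are their SD. For the adhesion and matrix genes the arrays lie at 7.88 to 7.99 in P-RPC, 9.92 to 10.47 in rESC-RPC1 and 8.86 to 8.92 in rESC-RPC2, and for the neuron genes at 9.47 to 9.57, 9.29 to 9.58 and 9.96 to 10.00.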

The genes highly expressed in rESC-RPC1 mainly encoded molecules associated with cell adhesion, blood vessel and vasculature development (Fig. 3c), while the genes upregulated in rESC-RPC2 predominantly associated with neuron differentiation, neuron development and axonogenesis (Fig. 3d) [57]. Analysis of the expression of genes in specific regions (Fig. 3e) showed that rESC-RPC1 and rESC-RPC2 had a similar expression pattern as RPC specific genes but almost no expression of non-retinal specific genes (non-retinal CNS genes, hepatic genes, cardiac genes, renal genes and pineal gland genes, Additional file 5: Table S2) [64], indicating the retinal lineage differentiation of RPC1 and RPC2. These results confirmed that these three kinds of cells had distinct features of the transcriptional signature of RPCs. 

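The RPC genes of Table S2 were detected in all 3 cell types, at 27 of 30 in P-RPC, 24 in rESC-RPC1 and 23 in rESC-RPC2, and their mean level was lower on every array of the rESC-RPCs. Their mean log2 signal was 10.66 ± 0.04 in P-RPC, 9.36 ± 0.33 in rESC-RPC1 and 8.97 ± 0.05 in rESC-RPC2 (SD, n = 3 arrays each). An exact permutation test, two-sided on the arrays, gave p = 0.1 for each kind of rESC-RPCs against P-RPC, the smallest p that 3 arrays against 3 allow. Photoreceptor genes of the table were detected for 18 of 21 in P-RPC, 4 in rESC-RPC1 and 5 in rESC-RPC2, at mean log2 signals of 9.56 ± 0.05, 5.56 ± 0.23 and 5.24 ± 0.34 (SD, n = 3 arrays each). Amacrine genes were detected for 9, 7 and 7 of 13, ganglion cell genes for 6, 3 and 5 of 9, horizontal cell genes for 5, 3 and 3 of 6, and Muller glia genes for 3, 3 and 2 of 3, in the order P-RPC, rESC-RPC1 and rESC-RPC2. The 1 bipolar gene, read from a probe set other than the table's, was detected in P-RPC alone. Of the 42 genes of hepatic, non-retinal CNS, cardiac, renal and pineal tissue, 3 were detected in each cell type, and no list among them had a mean log2 signal above the detection threshold of 6.94. Of 28 tested RPC genes of the table, 3 were higher and 16 lower in rESC-RPC1 than in P-RPC, and 5 were higher and 19 lower in rESC-RPC2. The table holds values of these same arrays, so these counts are not evidence independent of it. Another list of retinal progenitor markers shares genes with the table, such as Pax6 and Lhx2, and rests on the same arrays. It is therefore no independent check either. Of its 16 measured members, 13 were lower and 3 not called in rESC-RPC1 against P-RPC (adjusted p = 2.28e-06 from camera, and adjusted p = 0.239 with an estimated correlation). In rESC-RPC2 against P-RPC 15 were lower and 1 not called (adjusted p = 4.69e-07 from camera, and adjusted p = 0.218 with an estimated correlation). In both, limma called 0 higher, also at an unadjusted p under 0.05, and the counts were the same when adjusted over the list alone. Without rESC-RPC1 replicate 3, 8 photoreceptor genes were detected in rESC-RPC1, and without rESC-RPC1 replicate 2, 5 non-retinal genes were. With the threshold at the 40th percentile of all values, 6, 8 and 6 non-retinal genes were detected in the 3 cell types. Over the table's own probe sets, 2, 1 and 2 of 47 non-retinal entries were detected. From the RPC-like pattern and the near absence of non-retinal genes in rESC-RPC1 and rESC-RPC2 (Fig. 3e), the paper concludes that these cells had differentiated toward the retinal lineage. The near absence holds for the table's genes only. The non-retinal CNS genes counted here were Dlc1, En2, Phox2a, Emx1 and Hox genes. On a separate list, 4 of 5 measured hypothalamus genes were higher and 1 lower in each kind of rESC-RPCs than in P-RPC. Gad1 and Calb1, amacrine genes of the table, are also on the ventral forebrain list.

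**Figure D2:**
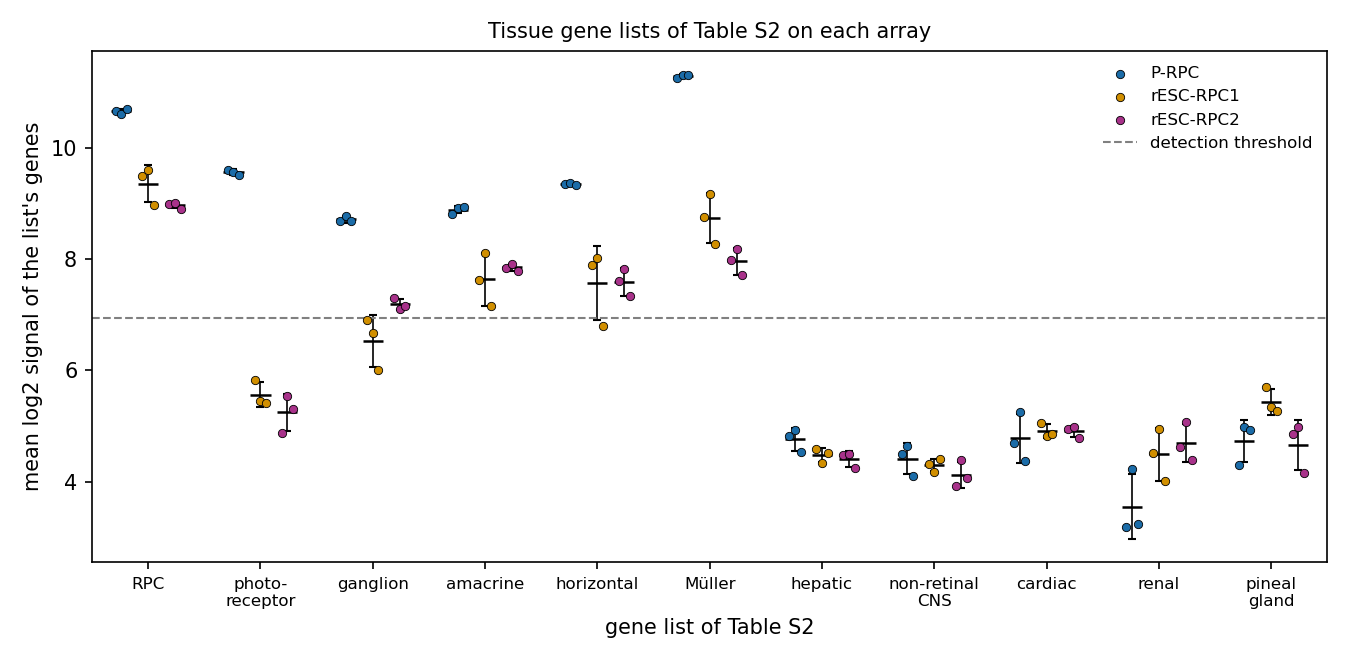
Mean log2 signal of the genes of each tissue list of Table S2 on each of the 9 arrays, by cell type. Points are arrays, and the dashed line is the detection threshold of 6.94 on the log2 scale. The RPC list lies above the line in all 3 cell types, the photoreceptor list in P-RPC alone, and the non-retinal lists below it.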

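Arrays of the same cell type were closer to each other than to arrays of the other types. Across the 9956 genes, Pearson's r was 0.986 to 0.988 between P-RPC arrays, 0.952 to 0.976 between rESC-RPC1 arrays and 0.978 to 0.985 between rESC-RPC2 arrays. It was 0.738 to 0.772 between P-RPC and rESC-RPC1 arrays, 0.760 to 0.773 between P-RPC and rESC-RPC2 arrays, and 0.890 to 0.909 between the kinds of rESC-RPCs, so the ranges within a cell type and between cell types do not overlap. Genes are not independent replicates, and these r describe the arrays. Single genes marked each cell type. Pax6 (gene ID 25509), a transcription factor of the eye field, had a signal of 13972 ± 423 in P-RPC, 118 ± 74.3 in rESC-RPC1 and 84.7 ± 24.0 in rESC-RPC2 (SD, n = 3 each), at least 114-fold lower in rESC-RPC2 than in P-RPC. A2m (gene ID 24153), the protease inhibitor alpha-2-macroglobulin, marked rESC-RPC1 with 14338 ± 957 against 672 ± 65.6 in P-RPC and 933 ± 239 in rESC-RPC2 (SD, n = 3 each). Its log2 fold change against P-RPC was 4.42 (standard error 0.15, adjusted p = 1.45e-08). In rESC-RPC2, Gad1, which makes the transmitter GABA, rose by log2 fold changes of 3.39 against P-RPC and 1.52 against rESC-RPC1 (standard error 0.12 each).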

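Of 41 measured genes of the synapse and transmission, 19 were higher in rESC-RPC2 than in rESC-RPC1 and 19 were higher than in P-RPC. Snap25 (gene ID 25012), a SNARE protein of synaptic vesicle release, rose from 795 ± 187 in rESC-RPC1 to 4109 ± 555 in rESC-RPC2 (SD, n = 3 each), a log2 fold change of 2.38 (standard error 0.15, adjusted p = 2.50e-06). Cplx1 (gene ID 64832), which binds the release machinery, had log2 fold changes of 1.62 (standard error 0.12, adjusted p = 1.18e-06) against P-RPC and 1.81 (standard error 0.12, adjusted p = 2.51e-06) against rESC-RPC1. Sv2a, a protein of synaptic vesicles, and Slc32a1, the vesicular transporter of GABA, rose by log2 fold changes of 1.59 (standard error 0.12) and 1.53 (standard error 0.18) against rESC-RPC1. Gria3, an AMPA receptor subunit, was higher in both kinds of rESC-RPCs than in P-RPC, with log2 fold changes of 1.91 and 2.81 (standard error 0.17 each). Slc17a6, the vesicular glutamate transporter of retinal ganglion cells, was higher in rESC-RPC2 than in rESC-RPC1 (log2 fold change 1.51 (standard error 0.18, adjusted p = 7.28e-05)) and lower than in P-RPC (log2 fold change -1.23 (standard error 0.18, adjusted p = 0.000154)). Of the other synapse genes, 1 was lower and 21 were not called in rESC-RPC2 against rESC-RPC1 (adjusted p = 5.76e-09 from camera, and adjusted p = 0.259 with an estimated correlation). Against P-RPC 6 were lower and 16 not called in rESC-RPC2 (adjusted p = 0.00338 from camera, and adjusted p = 0.474 with an estimated correlation). In rESC-RPC1 against P-RPC 4 were higher, 10 lower and 27 not called (adjusted p = 0.385 from camera). All 3 sets of counts were the same when adjusted over the list alone. The genes high in rESC-RPC2 held 12 of the 41 (Fisher's exact test, adjusted p = 1.34e-08), which was lost at a fold change of at least 4 (adjusted p = 1), when too few genes remain in the set to show it.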

What accorded with the results of marker gene expression was that rESC-RPC2 might have functions closely associated with differentiated neurons. It is also clear that rESC-RPCs and P-RPC share many characteristics and functions, even though they are different from each other in terms of whole genome gene expression.

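Of the 9956 genes tested, 6525 (65.5%) were called in none of the 3 comparisons and 6795 (68.3%) in neither comparison with P-RPC. These shares depend on the fold change asked for, since at an adjusted p under 0.05 alone 5989, 6292 and 4805 genes differed in the 3 comparisons. Higher in both kinds of rESC-RPCs than in P-RPC were 610 genes and lower in both were 705, while 29 went opposite ways. Independent lists would share 128 and 124, and simulated unchanged groups with the shared P-RPC arrays share 0.01 and 0 on average. These figures have the same limits as those for the genes high in each group, so the part of the shared P-RPC arrays in the overlap stays unknown. Meis1 (gene ID 686117), a homeobox gene of the developing retina, was lower in both, with log2 fold changes of -4.59 (standard error 0.13, adjusted p = 6.19e-09) and -5.27 (standard error 0.13, adjusted p = 2.28e-09). Mt3, a metallothionein of the brain, was higher in both, with log2 fold changes of 5.80 and 6.19 (standard error 0.27 each). Across genes, the log2 fold changes of rESC-RPC1 and of rESC-RPC2 against P-RPC correlated with r = 0.80, where the shared P-RPC arrays alone give 0.50 in simulated unchanged groups, and their covariance was 1.22 against a simulated 0.02. The mean profiles of P-RPC and rESC-RPC1 correlated with r = 0.768, those of P-RPC and rESC-RPC2 with r = 0.774 and those of rESC-RPC1 and rESC-RPC2 with r = 0.912. Sox2, a transcription factor of neural progenitors, had signals of 4936 ± 32.7 in P-RPC, 9368 ± 1383 in rESC-RPC1 and 6468 ± 181 in rESC-RPC2 (SD, n = 3 each) and was called in no comparison. A gene without a call is not shown to be equal, since differences under 2-fold are not called.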

**Table 1:** Numbers of changed genes among rESC-RPCs and P-RPCs

Comparison	Numbers of changed genes	Up-regulated	Down-regulated
RPC1 vs P-RPC	3343	1698	1645
RPC2 vs P-RPC	3758	1772	1986
RPC2 vs RPC1	2045	994	1101

*rESC-RPCs* rat embryonic stem cells-retinal precursor cells, *P-RPCs* primary retinal progenitor cells

*P* < 0.05, fold change ≥ 2

**Fig. 3:**
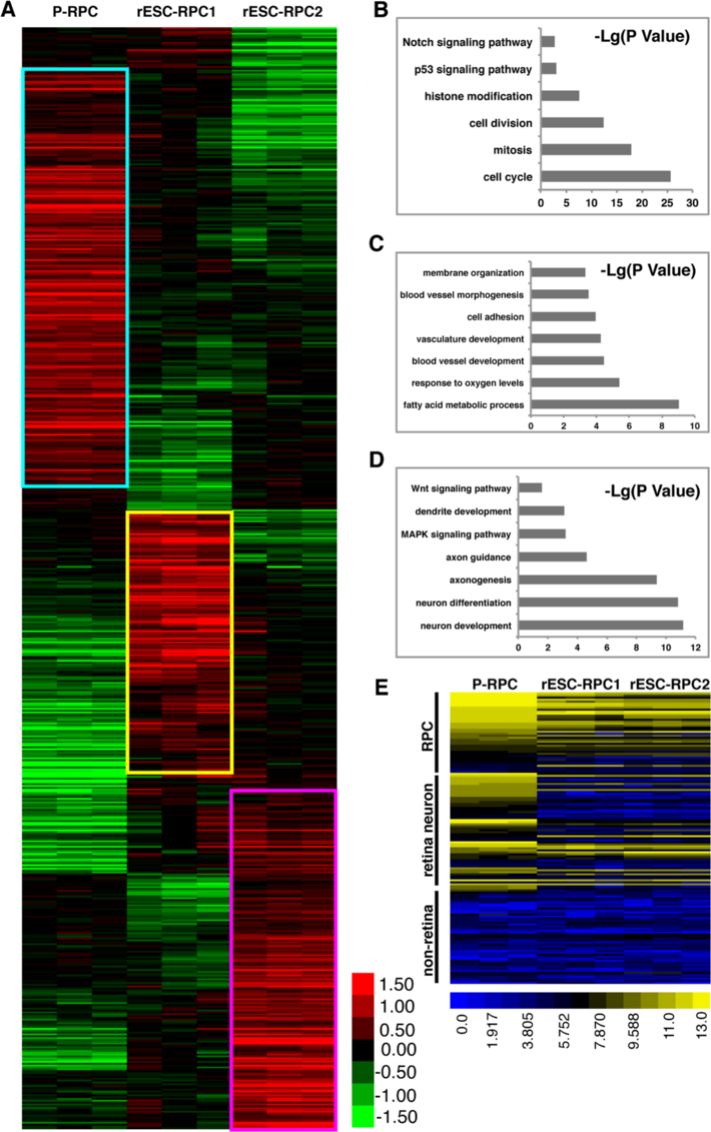
Microarray analysis of gene expression of rESC-RPC1, rESC-RPC2 and P-RPCs. **a** Heat map analysis of differentially expressed genes among rESC-RPC1, rESC-RPC2 and P-RPC. **b** GO analysis of highly expressed genes in P-PRC. Bar graph showing significance of enrichment terms for sets of genes in the *blue box* in **a. c** GO analysis of highly expressed genes in rESC-RPC1. Bar graph showing significance of enrichment terms for sets of genes in the *yellow box* in **a. d** GO analysis of highly expressed genes in rESC-RPC2. Bar graph showing significance of enrichment terms for sets of genes in the *magenta box* in **a**. **e** Heat map analysis of various genes expressed by RPC, retinal neurons and non-retinal tissues as listed in Additional file 5: Table S2. Log2 expression levels of the genes are shown in a blue-black-yellow gradient. *rESC-RPCs* rat embryonic stem cell-derived retinal progenitor cells, *P-RPCs* primary retinal progenitor cells, *GO* gene ontology

### The rESC-RPCs preserve the visual function in rats with retinal degeneration

To evaluate the therapeutic potential of rESC-RPCs, the cells were injected into the subretinal space of RCS rats. RCS rats received unilateral injection of the cells at P21 and the contralateral eyes were injected with vehicle as control for each animal. Meanwhile, transplantation of P-RPCs was performed in a group of RCS rats as positive control, since such cells had been proven to protect the retina in mouse with retinal degeneration [14, 15]. RCS rats without any treatment were used as the disease control. Scotopic electroretinogram (ERG) examination was conducted at two weeks (P35), four weeks (P49) and six weeks (P56) after the transplantation to evaluate the functional responses of photoreceptors and related retinal cells upon light stimulus. The ERG b-wave amplitude was used as the major parameter to evaluate rat visual function. The results showed that rESC-RPC2 significantly protected the visual function from degeneration at the early stage of treatment (Fig. 4a), while rESC-RPC1 only improved the function at four weeks, when compared with the vehicle control. On the other hand, in the positive control group, the transplantation of P-RPCs significantly improved the visual function only at two weeks and then lost the effect quickly. Typical ERG examination was also performed four weeks after the transplantations (Fig. 4b) and the b-wave responses in rESC-RPC2 treated rats were found to increase with the increase of light intensities (Fig. 4c). Thus, rESC-RPCs, especially rESC-RPC2, have potential as a candidate cell source for the treatment of retinal degeneration. However, almost no therapeutic effect was maintained beyond six weeks after the transplantation, even for the rESC-RPC2.

**Fig. 4:**
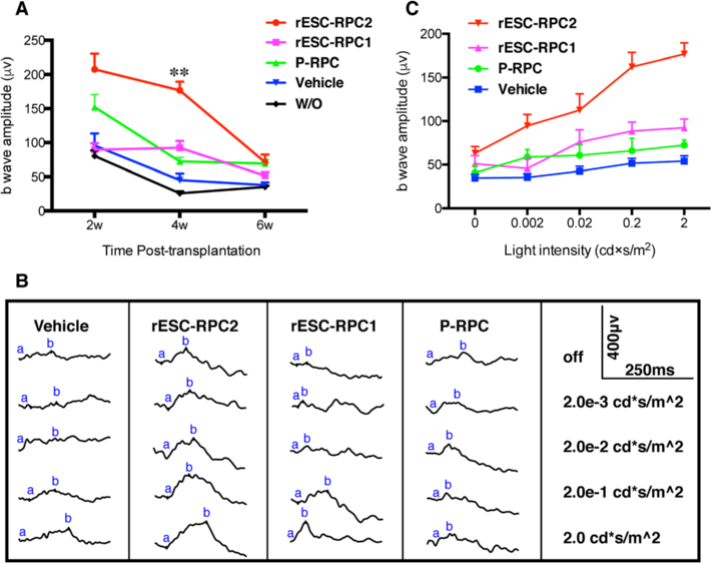
Visual function evaluation of the RCS rats after the transplantation of rESC-RPCs and P-RPCs. **a** ERG b-wave of the RCS rats at different time points after different treatments. Error bars represent the mean ± SEM, ANOVA, **P < 0.01 (rESC-RPC2 vs rESC-RPC1), n = 7 for two weeks and four weeks, n = 6 for six weeks. **b** Typical ERG waves of the RCS rats at four-week time point after the transplantation. **c** ERG b-wave of the RCS rats four weeks after rESC-RPCs and P-RPC transplantation at different light intensity stimuli. Error bars represent the mean ± SEM, n = 7 for each group. *RCS* Royal College of Surgeons, *rESC-RPCs* rat embryonic stem cell-derived retinal progenitor cells, *P-RPCs* primary retinal progenitor cells, *ERG* electroretinogram, *W/O* without treatment

### Transplanted rESC-RPCs survive and migrate into the retina

In order to trace the grafted cells, we labeled rESCs with EGFP by EF1α::EGFP lentiviral transduction (EGFP-rESCs) and differentiated them into RPCs following the same protocol described earlier in the study (Fig. 5a). As EGFP was constitutively expressed in cells at any stage, EGFP-rESC-RPCs could be detected before and after the transplantation (Fig. 5b and Additional file 4: Figure S2b-c). Immunofluorescence staining of EGFP-rESC-RPC2 displayed the co-expression of EGFP and Nestin or EGFP and Tuj1 (Fig. 5b). FCM analysis showed that about 90 % of rESC-RPC2 expressed EGFP before injection (Fig. 5c). To investigate whether the transplanted EGFP-rESC-RPCs could survive within the host retinal circumstance and even migrate into the inner retinal part, we performed immunofluorescence analysis at three time points, four weeks, six weeks and two months, after the transplantation (Fig. 5d). EGFP labeled donor cells could be detected at all the time points in the subretinal space, the ONL and the inner layers of the host retina, indicating the survival and migration of grafted cells in the retinas of RCS rats.

**Fig. 5:**
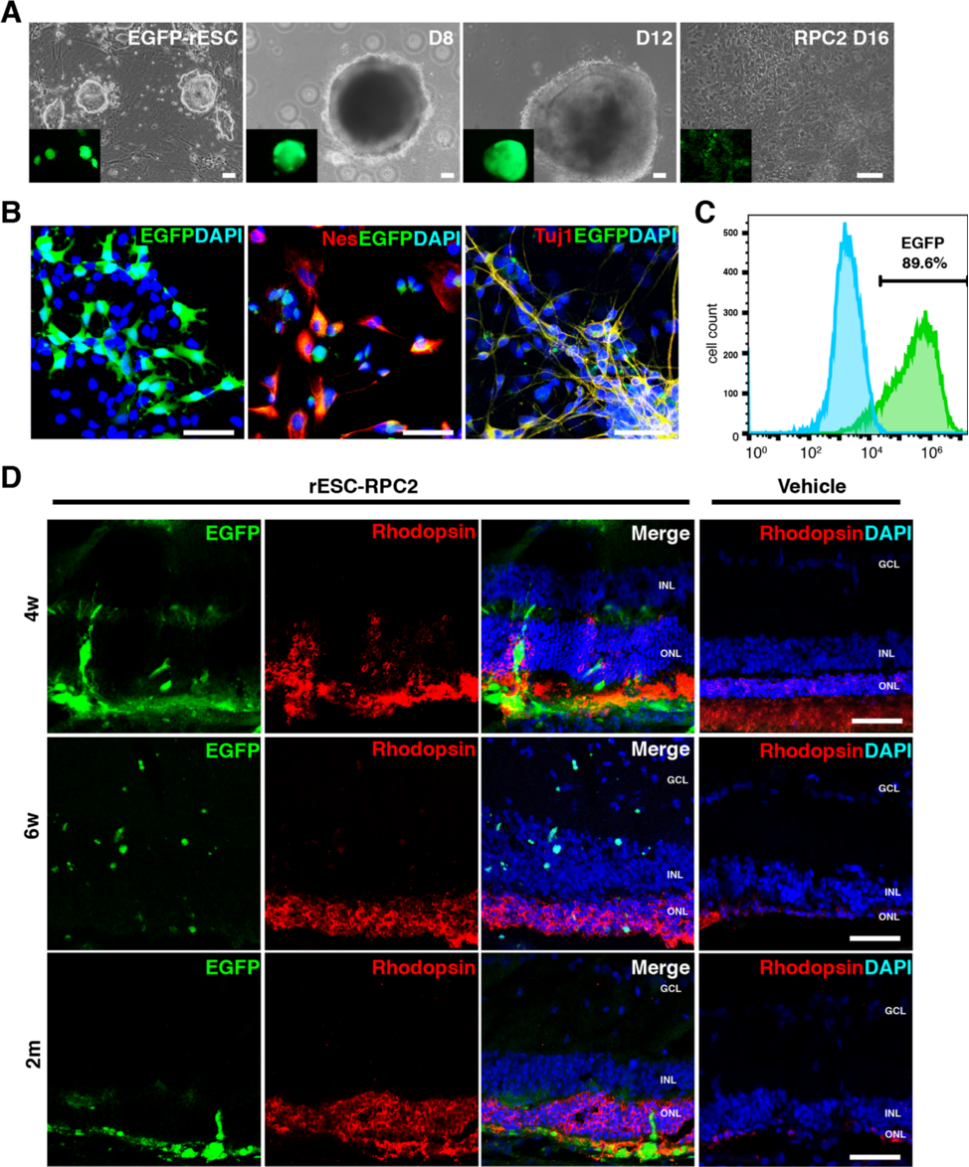
Subretinal transplantation of EGFP labeled rESC-RPCs in the RCS model. **a** Generation of rESC-RPC2 from EF1α::EGFP lentivirus labeled rESCs. Scale bars: 50 μm. **b** Immunofluorescence staining of EGFP-rESC-RPC2 at D16 before transplantation. Antibody against EGFP (*green*) and antibodies against Nestin/Nes and Tuj1 (*red*) were used. DAPI (*blue*) was used to highlight the nuclei. Scale bars: 50 μm. **c** Flow cytometric analysis of EGFP-rESC-RPC2 in comparison with unlabeled rESC-RPC2. **d** Grafted rESC-RPC2 could be detected in the retina at different times after transplantation. *GCL* ganglion cell layer, *INL* inner nuclear layer, *ONL* outer nuclear layer. Scale bar: 50 μm. *EGFP* enhanced green fluorescent protein, *rESC* rat embryonic stem cell, *RPC* retinal progenitor cell, *RCS* Royal College of Surgeons, *DAPI* 4′,6-diamidino-2-phenylindole

### EGFP-rESC-RPCs differentiate and integrate with host retinal cells and preserve the retinal structure

We next investigated if the transplanted EGFP-rESC-RPC2s could further differentiate into retinal cell types in the host retina. Fluorescence staining of samples from the four-week time point after the transplantation revealed that EGFP was co-stained with the photoreceptor precursor marker Recoverin (Fig. 6a) and the rod photoreceptor marker Rhodopsin (Fig. 6b), supporting the possibility that some EGFP-rESC-RPC2 could differentiate into photoreceptors after grafting into degenerative retinas. Such integration was also observed at two weeks and six weeks after the transplantation (Additional file 4: Figure S2d-g). However, we did not observe the co-expression of Müller cell markers (GS and Cralbp) (Fig. 6c and d) with EGFP. To further confirm the integration of transplanted EGFP-rESC-RPC2 within the host retina, immunofluorescence staining using antibodies against presynaptic markers (Bassoon and Synaptophysin) was conducted. We observed pronounced co-localization of the synaptic markers and the EGFP labeled donor cells (Fig. 6e-f and Additional file 4: Figure S2d-g) at the outer plexiform layer (OPL). These results made it clear that grafted cells formed new synapses with the host retina cells, providing the cellular basis for rESC-RPCs to functionally recover recipient retinas.

**Fig. 6:**
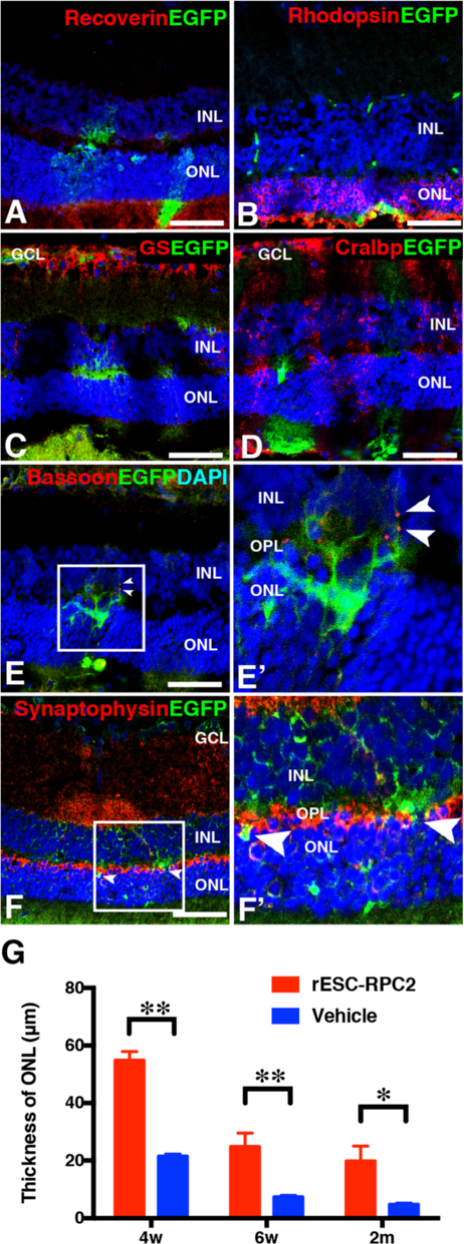
Differentiated EGFP-rESC-RPC2 integrate with host retina and preserve the retinal structure 4w after transplantation. **a**-**d** Differentiation of rESC-RPC2 into various retinal cells. Antibody against EGFP (*green*) and antibodies against retinal cell markers (*red*) were used for immunofluorescence staining. DAPI (*blue*) was used to highlight the nuclei. *GCL* ganglion cell layer, *INL* inner nuclear layer, *ONL* outer nuclear layer. Scale bars: 50 μm. **e** and **f** Integration of EGFP-rESC-RPC2 with retinal neurons. Colocalization of presynaptic markers Bassoon and Synaptophysin with EGFP expressed by donor cells in OPL was confirmed with immunostaining. *GCL* ganglion cell layer, *INL* inner nuclear layer, *ONL* outer nuclear layer. Scale bars: 50 μm. ***e'*** and ***f'***. The magnified images of the rectangles in **e** and **f**. *Arrow heads* indicate the colocalization of EGFP and Bassoon or Synaptophysin. *GCL* ganglion cell layer, *INL* inner nuclear layer, *OPL* outer plexiform layer, *ONL* outer nuclear layer. **g** Preservation of the retinal structure by EGFP-rESC-RPC2 transplantation. The thickness of ONL of rESC-RPC2 treated eye was compared with that of vehicle (PBS) injected retina. Data are shown as mean ± SEM, *t* test, *P < 0.05 and **P < 0.01, n = 6 (rats) for each group. *EGFP* enhanced green fluorescent protein, *rESC* rat embryonic stem cell, *RPC* retinal progenitor cell, *DAPI* 4′,6-diamidino-2-phenylindole

Finally, we examined whether the retinal structure could be preserved by the transplanted cells. The thickness of ONL was measured to reflect the general structure of the outer layer of the retina in this study. As showed in Fig. 6g and Additional file 4: Figure S2h, EGFP-rESC-RPC2 transplantation significantly preserved retinal structure and maintained the ONL thickness at 60 μm, while the ONL thickness reduced to 20 μm in untreated RCS rats, when examined at four weeks after the transplantation. It strongly supported the observation that rESC-RPC2 evidently improved the visual function of RCS rats at that time point. This trend lasted up to two months after the transplantation (Fig. 6g). Our data also indicated that rESC-RPC1 treatment and P-RPC treatment also provided protection to the retinas of RCS rats, but rESC-RPC2 provided stronger and longer protection to such retinal degeneration (Figs. 4a and c, 6g and Additional file 4: Figure S2h).

## Discussion

The laboratory rat (*Rattus norvegicus*) was the first mammalian species used for scientific study [65], and has been serving as one of the most widely used model animals for studying various human diseases, such as cell transplantation [45, 66], diabetic retinopathy [47], hypertension [46] and nerve regeneration [67, 68], as it is more relevant to humans than mice [33]. In addition, rat models are also employed as routine preclinical models for drug development [69, 70], gene therapy [71] and cell therapy [54]. Recently, rats have been demonstrated to share many common loci with humans, indicating the presence of shared pathways in rats and humans [72]. However, investigation of genetic manipulation in rat is extremely lagging behind mouse, as shown by the fact that the generation of rat ESCs fell almost three decades behind mouse [34, 36, 37]. Here, using an established rat ESC cell line [38], we developed a RPC differentiation method and demonstrated that rESC-derived RPCs could rescue the degenerated retina in RCS rats. This finding not only paves the way for using rat ESCs to study mammalian development and regenerative medicine but also for pharmacological testing and drug screening in culture dishes.

Previous studies proved that epiblast cells in rat had the ability to generate hypoblast in contrast to those in mouse [43], implying the intrinsically different capacity between mouse ESC and rat ESC. Researchers found that it was difficult for rESC to form embryoid body (EB), a critical stage for *in vitro* differentiation, and most of the cells died in the initial stage of EB formation [37–40]. They suggested that EB formation of rESCs needed a specific environment which could be achieved by combining the conditional medium collected from MEF cultures with 2i, PD0325901 and CHIR99021, and the Rho-associated kinase inhibitor Y27632, to efficiently support the formation and survival of EBs. Following these methods, some studies generated tripotent neural progenitor cells from rESCs [40]. In this study, we modified Sasai’s method which combined SFEBq with Matrigel culture [17] to directly differentiate rESCs to RPCs instead of using conditional medium and 2i, even without Y27632. Under this culture condition, the rESCs could differentiate into uniform neuroectodermal spheres efficiently in an ultra-low-attachment U96-plate system, similar to the hanging-drop method [38]. The rESCs could hardly form a neuroectodermal sphere in a low KSR concentration medium (1.5 % ~ 2 %) as used for mouse retinal differentiation (data not show), but could proceed with retinal differentiation under the hESC differentiation condition (20 % KSR and Wnt inhibitor). Following our modified methods, we obtained RPCs derived from rESCs and these rESC-RPCs highly expressed key eye field transcription factors (EFTFs) like Lhx2, Pax6, Six3 and Six6, and RPC markers (Rax, Otx2 and Vsx2) (Figs. 1f and 2), similar to mouse ESC derived RPC [15] and human ESC derived RPC [73]. The genome-wide gene expression assay also showed that the two kinds of rESC-RPCs and the primary RPCs (P-RPCs) highly expressed RPC related genes (Fig. 3e), but their expressions of non-retinal genes (non-retinal CNS genes, hepatic genes, cardiac genes, renal genes and pineal gland genes) were all very low (Fig. 3e). On the other hand, the term RPCs is used for all the cells in the development of the retina between retinal stem cells and all types of retinal cells, including retinal neurons, Müller glia cells as well as RPE cells, and are reported to contain a pool of multipotent cells dependent on different developmental stages and position in vivo [74–77]. 

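Several genes of retinal progenitors had a high signal in all 3 cell types, and others had it in P-RPC alone. Pax6 had mean log2 signals of 13.77 in P-RPC, 6.71 in rESC-RPC1 and 6.36 in rESC-RPC2, where the detection threshold is 6.94. The paper reports Pax6 in both kinds of rESC-RPCs by RT-qPCR and immunostaining. Six3 had 6.41, 5.09 and 6.09 in the same order. It was under the threshold in P-RPC too, so its probe set cannot decide whether the rESC-RPCs express it. Otx2 (gene ID 305858), a homeobox gene of the eye and forebrain, had 12969 ± 317 in P-RPC, 5833 ± 2015 in rESC-RPC1 and 1648 ± 85.8 in rESC-RPC2 (SD, n = 3 each). Against P-RPC it fell in both, with log2 fold changes of -1.22 (standard error 0.21, adjusted p = 0.000505) and -2.98 (standard error 0.21, adjusted p = 9.01e-07). Lhx2, a LIM homeobox gene of the optic vesicle, had 8683 ± 579, 5752 ± 1246 and 3387 ± 369 in the same order (SD, n = 3 each). The log2 fold change of Lhx2 in rESC-RPC2 against P-RPC was -1.36 (standard error 0.14, adjusted p = 1.57e-05). Six6 (gene ID 314221), an eye field gene, was lower in both kinds of rESC-RPCs than in P-RPC, with log2 fold changes of -3.36 and -1.81, and higher in rESC-RPC2 than in rESC-RPC1, with a log2 fold change of 1.56 (standard error 0.20 each). Rax (gene ID 114213), the retina and anterior neural fold homeobox gene, fell from 4623 ± 69.6 in P-RPC to 249 ± 124 in rESC-RPC1 and 141 ± 74.2 in rESC-RPC2 (SD, n = 3 each). Its log2 fold changes were -4.34 (standard error 0.40, adjusted p = 7.20e-06) and -5.17 (standard error 0.40, adjusted p = 1.89e-06). Among the non-retinal genes, Dlc1, a GTPase-activating protein listed with the non-retinal CNS genes, was detected in all 3 cell types, at 1357 ± 206, 329 ± 167 and 586 ± 169 (SD, n = 3 each). Irx4, a homeobox gene of the heart ventricle, reached 560.3 ± 63.4 (SD, n = 3) in P-RPC and was detected in neither kind of rESC-RPCs. In rESC-RPC1 the pineal genes Ddc and Gch1, enzymes of monoamine and tetrahydrobiopterin synthesis, reached 168 ± 38.9 and 146 ± 4.52 (SD, n = 3 each). In rESC-RPC2 Ddc reached 250.4 ± 52.1 and Nppa, the atrial natriuretic peptide, 157 ± 7.68 (SD, n = 3 each), with Nppa close to the threshold of 123. Dlc1, Irx4 and Gch1 were read here from probe sets other than those of Table S2. On the table's own probe sets, 1 of 10 non-retinal CNS entries was detected in P-RPC and 0 in either kind of rESC-RPCs. Of 13 cardiac entries 0 were detected in P-RPC, and of 6 pineal entries 1 in rESC-RPC1. The call of Otx2 in rESC-RPC1 was lost without rESC-RPC1 replicate 3.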

So, RPCs contain different retinal lineage markers at different development stages. In addition, we also detected the expression of the rod photoreceptor marker Rhodopsin in these rESC-RPCs. These data demonstrate clearly that rESC can be directed into a retinal fate and generate RPCs. This provides a new system to study and treat degenerative retinal diseases.

In this study, we also employed two different methods to differentiate rESCs into retinal lineage cells. Both methods share the neuroectodermal induction process but, thereafter, one group of cells was switched to culture on Matrigel-coated plates at D10 (rESC-RPC1), while the other cells remained in suspension culture until D14 (rESC-RPC2). The rESC-RPC1 tends to express the glia cell marker GFAP while rESC-RPC2 tends to express the neuronal marker Tuj1 and Map2 (Fig. 2). That is to say, early and longer adherent culture of NPC promotes glia cell differentiation under the serum condition while longer suspension culture gives rise to neuronal differentiation. A recent study also mentioned a similar concept that murine RPC cultured under a high concentration of FBS (10 % ~ 20 %) increased GFAP positive cells and decreased neurons [78]. In the transplantation study, we further confirmed that the rESC-RPC2 was more suitable than rESC-RPC1 for treating retinal degeneration, because engraftment of rESC-RPC2 significantly preserved vision better than rESC-RPC1 (Fig. 4). These results imply that neuronal lineage cells instead of glia cells are favorable for visual function preservation in the early stage of the degeneration in RCS rat. We speculated that the mechanism might be that the engrafted rESC-RPC2 integrated into the host retina, as observed at two, four and six weeks or even at two months after the transplantation, and established communication directly with recipient retinal neurons (Fig. 6e-f and Additional file 4: Figure S2d-g) by replacement of degenerated photoreceptors. This was also confirmed by the observation of the presynaptic markers (Bassoon and Snaptophysin) colocalization between the donor cells and the host retina, similar to what is observed in mouse and human ESC-derived cells [22, 79].

The RCS rat, an animal model of retinal degeneration, carries a *Mertk* gene mutation. Loss of this gene leads to the failure of RPE cells in RCS rat to phagocyte shed outer segment of photoreceptors, which is a critical function of normal RPE cells. The accumulation of outer segment debris causes the degeneration and death of photoreceptors, which are directly related to the loss of vision. So, the RCS rat is considered a good model to test the therapeutic effects of donor cells for rescuing photoreceptors and RPE cells. In a relatively earlier stage of retinal degeneration, RPE cells degenerated and photoreceptors were degenerating, and, therefore, transplantation of RPE cells might be a proper therapy. They could replace the dysfunctional RPE cells then improve the environment for photoreceptors to function well. However, at a relatively later stage when photoreceptors were dead, since photoreceptors as terminally differentiated neurons could not regenerate and proliferate, vision could only be improved when the dead photoreceptors are replaced by the transplanted photoreceptors or the transplanted cells derived photoreceptors, but not RPE cells. In such cases, the cells that can differentiate into both photoreceptors and RPE cells are ideal donor cells. Based on such expectations, rESC-RPCs were used in this study, which expressed key EFTFs and might be able to generate both photoreceptors and RPE cells after transplantation. The transplanted cells, especially the rESC-RPC2, improved the rat vision for several weeks. However, six weeks after the transplantation, when the RCS rats were nine weeks after birth and their retinal degeneration was more severe, the engrafted cells failed to rescue the recipient retina (Fig. 4a) and the protective effect of rESC-RPC2 declined [80]. Considering our observations that rESC-RPC2 differentiated into functional neurons but not RPE cells after transplantation, we believe that the transplanted cells rescued rat vision by differentiating into photoreceptors in the early stage but failed to maintain their effects because the RPE’s function was not rescued. As we didn't correct the gene mutation in the RPE cells, outer segment debris accumulation and other related changes remained, so that transplanted cells-derived healthier photoreceptors and the vision could not last long.

It is worth mentioning that the visual function of the RCS rats was evaluated by ERG, a commonly used objective evaluation for visual function in experimental animals [81–83], and for evaluation of the therapeutic effect of various cell transplantation experiments in various animals with retinal degenerative [9, 15, 56, 84, 85]. It is based on the principle that activities of retinal neurons could be detected around the eye. The major parameter of the examination, the b-wave, was significantly improved after the rats were treated with rESC-RPCs, reflecting the improved visual function. In fact, the b-wave is not a direct reflection of photoreceptors but its amplitude correlates directly with the activity of bipolar cells [86]. However, bipolar cells are post-synaptic to [87], and activated by, the photoreceptors. In the ERG examination, light is the only stimulation and the photoreceptors are the only cells of our body which respond to light stimulation. So, an activated bipolar response indicates the existence of functional photoreceptors connecting to the bipolar cells. Degenerated photoreceptors, such as those in the RCS rat, activated fewer bipolar cells and yielded lower b-wave amplitudes, and the b-waves extinguished with progression of the degeneration, even though the bipolar cells remained in the inner nuclear layer [88]. On the other hand, the b-wave should be improved if the donor cells could preserve or improve the function of photoreceptors.

Preservation of retinal structure is another major consideration for evaluating a cell therapy, especially in RCS rats, which suffer from degeneration in the retina and experience rapid decrease of the ONL layer [89, 90]. Therefore, measurement of the ONL thickness has been widely used for assessment of the intervention effects, regardless of the drug treatment, cell transplantation or gene therapy, in the RCS rat retina [45, 91–95]. RPE cells, including RPE cell lines [45, 96] and human ESCs-derived RPE cells [9, 54], have been well proven to be protective for retina in the RCS rats. Some other neural lineage cells, such as cortical neural progenitor cells [84, 97], central nervous system stem cells [98, 99] and RPCs [80], were also reported to be protective to retina in this model. Several mechanisms may be involved in such stem cell intervention. For example, some transplanted cells might protect the retina by releasing trophic factors [80, 84], while others, such as hNPC^CTX^, could form an extra RPE-like layer [97] which reduced the debris of photoreceptor outer segments even though it did not express RPE marker. As shown in Fig. 5d, a similar cell layer formed by EGFP expressed cells was observed in this study. Replacement of the degenerated cells by donor cells should be an ideal mechanism because the retinal structure would be repaired as well. It was reported to be true in the case of the transplantation of human neural stem cells into RCS rats, which phagocytosed the photoreceptor outer segment as RPE cells did in normal rats [99]. However, other studies reported that transplanted human RPCs failed to express retinal markers and expressed the progenitor cell marker Nestin even though the donor cells distributed in multiple neural retinal layers [80]. In this study, we observed that the grafted rESC-RPC2 colabelled with photoreceptor markers including Rodopsin and Recoverin (Fig. 6a-b and Additional file 4: Figure S2b-c), indicating further differentiation and integration of the transplanted cells. It might be true that most of the transplanted neural cells could not integrate into the host retina or differentiate into retinal cells [14, 80, 84], but a relatively small number of transplanted progenitor/retinal cells could be sufficient to rescue visual function [8]. As for the retinal structure reconstruction, we observed that the thickness of the ONL was also well maintained in the rESC-RPC2 transplanted group, even a small fraction of donor cells were detected there (Fig. 6g and Additional file 4: Figure S2h). As for the stronger protective effects of rESC-RPC2 than rESC-RPC1 and P-RPC, our understanding is that rESC-RPC2 contains more differentiated retinal neurons including some photoreceptors than rESC-RPC1 and P-RPC, so that more degenerated retinal cells were replaced. From the point of view of development, rESC-RPC2 may also represent an earlier stage than P-RPC in the development of RPCs towards retinal neurons and, thus, they had better potential for differentiating into retinal neurons and photoreceptors for the replacement. The different animal models and the donor cells from different species might be another reason causing the difference. A good intervention of P-RPCs in previous studies was obtained from sodium iodate-induced retinal degeneration in mice [15], and the situation in rats here could be different.

Up to two months after rESC-RPC2 transplantation, no obvious abnormal cell proliferation was observed.

## Conclusions

This study provides a new and practical method for neural and retinal differentiation of rat ESCs, which could be used in a wide range of biomedical and translational research, including pathogenesis, drug discovery, toxicology, gene therapy technology, and regenerative medicine. Moreover, this study proved that rESC-derived RPCs, especially the retinal neuron-enriched rESC-RPC2 obtained through the longer suspension culture method, could effectively protect the retinal structure and function in RCS rats.

## Additional files

Additional file 1: Table S1. PCR primer sequences. (DOC 53 kb) Additional file 2: Figure S1. Construction of Rax::EGFP reporter rESCs. **a** Knock-in strategy for the Rax::EGFP reporter construct. *Red arrows*, PCR primers for genotyping; **b** Genotyping of Rax::EGFP knock-in. (primer pair: Rax-FP/EGFP-RP); **c** Genotyping of Rax::EGFP knock-in. (primer pair: Rax-FP/Rax-RP); **d** Sequencing of wild type allele. (PCR product from Rax-FP/Rax-RP); **e** Sequencing of Rax::EGFP knock-in allele. (PCR product from Rax-FP/EGFP-RP). (TIFF 4455 kb) Additional file 3: Movie S1. Neuroectoderm-like structure formation from an SFEBq-cultured rESC aggregate. (MOV 17401 kb) Additional file 4: Figure S2.
**a** A representative result of RT-PCR analyses for marker expression during the differentiation process (rESC-RPC1); **b** and **c** Whole retina immunostaining for photoreceptor marker Rhodopsin (red) and grafted cell marker EGFP (green) 4w(B) and 6w(C) after subretinal transplantation in RCS rats. *Arrows* indicate the colocalization of EGFP and Rhodopsin; **d**-**g** Grafted EGFP-rESC-RPC2 integrate with the host retina 2w and 6w after transplantation. Colocalization of presynaptic markers Bassoon and Synaptophysin with EGFP expressed by donor cells in OPL was confirmed with immunostaining. *GCL* ganglion cell layer, *INL* inner nuclear layer, *ONL* outer nuclear layer. Scale bars: 50 μm; ***d'***-***g'*** The magnified images of the rectangles in **d**-**g**. *Arrow heads* indicate the colocalization of EGFP and Bassoon or Synaptophysin. *GCL* ganglion cell layer, *INL* inner nuclear layer, *OPL* outer plexiform layer, *ONL* outer nuclear layer; **h**. The ONL thickness of the retina from treated and untreated eyes. W/O: untreated retina. Data are shown as mean ± SEM, ANOVA, **P* < 0.05 and ***P* < 0.01, n = 6 for each group. (TIFF 10574 kb) Additional file 5: Table S2. 

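The table lists log2 signals of probe sets grouped by the tissue or cell type in which their genes are known to be expressed, with retinal groups and groups of other tissues. Every entry matched a probe set of the array files within 0.002 on the log2 scale, so its values are the log2 of the MAS 5.0 signals with no further scaling. Of the entries, 131 carry a gene symbol in the array's probe table. Taken over the table's own probe sets, the RPC group had 33 of 37 at or above the detection threshold in P-RPC, 28 in rESC-RPC1 and 27 in rESC-RPC2. Its mean log2 signal was 10.08 ± 0.04 in P-RPC, 8.84 ± 0.39 in rESC-RPC1 and 8.51 ± 0.11 in rESC-RPC2 (SD, n = 3 arrays each). In the photoreceptor group 20 of 23 probe sets were detected in P-RPC, 4 in rESC-RPC1 and 5 in rESC-RPC2. In the bipolar group 1 of 2 was detected in each of the 3 cell types. In the hepatic, non-retinal CNS, cardiac, renal and pineal groups together, 2 of 47 probe sets were detected in P-RPC, 1 in rESC-RPC1 and 2 in rESC-RPC2.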

List of log2 expression levels of tissue specific genes by microarray analysis.

## Abbreviations

AMD: Age-related macular degeneration
EB: Embryoid body
EGFP: Enhanced green fluorescent protein
ERG: Electroretinogram
ESC: Ebryonic stem cell
FBS: Fetal bovine serum
FCM: Flow cytometry
GCL: Ganglion cell layer
GO: Gene ontology
INL: Inner nuclear layer
iPS cell: Induced pluripotent stem (iPS) cell
KSR: KnockOut™ Serum Replacement
MEF: Mouse embryonic fibroblasts
ONL: Outer nuclear layer
OPL: Outer plexiform layer
PDL: poly-D-lysine
P-RPC: Primary retinal progenitor cell
RCS: Royal College of Surgeons
rESC: Rat embryonic stem cell
RP: Retinitis pigmentosa
RPC: Retinal progenitor cell
RPE: Retinal pigment epithelium
SFEBq: Quickly-aggregated/serum-free embryonic body
TALEN: Transcription activator-like effector nuclease
VEGF: Vascular endothelial growth factor

## References

[1] Klein R (2007). Overview of progress in the epidemiology of age-related macular degeneration. Ophthalmic Epidemiol.

[2] Lund RD, Ono SJ, Keegan DJ, Lawrence JM (2003). Retinal transplantation: progress and problems in clinical application. J Leukoc Biol.

[3] Pearson RA, Hippert C, Graca AB, Barber AC (2014). Photoreceptor replacement therapy: challenges presented by the diseased recipient retinal environment. Vis Neurosci.

[4] Peden MC, Suner IJ, Hammer ME, Sanderson GW (2015). Long-term outcomes in eyes receiving fixed-interval dosing of anti-vascular endothelial growth factor agents for wet age-related macular degeneration. Ophthalmology.

[5] Kucukerdonmez C, Gelisken F, Yoeruek E, Bartz-Schmidt KU, Leitritz MA (2015). Switching intravitreal anti-VEGF treatment in neovascular age-related macular degeneration. Eur J Ophthalmol.

[6] West EL, Pearson RA, MacLaren RE, Sowden JC, Ali RR (2009). Cell transplantation strategies for retinal repair. Prog Brain Res.

[7] Schwartz SD, Regillo CD, Lam BL, Eliott D, Rosenfeld PJ, Gregori NZ (2015). Human embryonic stem cell-derived retinal pigment epithelium in patients with age-related macular degeneration and Stargardt’s macular dystrophy: follow-up of two open-label phase 1/2 studies. Lancet.

[8] Lamba D, Karl M, Reh T (2008). Neural regeneration and cell replacement: a view from the eye. Cell Stem Cell.

[9] Lund RD, Wang S, Klimanskaya I, Holmes T, Ramos-Kelsey R, Lu B (2006). Human embryonic stem cell-derived cells rescue visual function in dystrophic RCS rats. Cloning Stem Cells.

[10] Lin TC, Hsu CC, Chien KH, Hung KH, Peng CH, Chen SJ (2014). Retinal stem cells and potential cell transplantation treatments. J Chin Med Assoc.

[11] Tomita M, Adachi Y, Yamada H, Takahashi K, Kiuchi K, Oyaizu H (2002). Bone marrow-derived stem cells can differentiate into retinal cells in injured rat retina. Stem cells.

[12] Decembrini S, Cananzi M, Gualdoni S, Battersby A, Allen N, Pearson RA (2011). Comparative analysis of the retinal potential of embryonic stem cells and amniotic fluid-derived stem cells. Stem Cells Dev.

[13] Gualdoni S, Baron M, Lakowski J, Decembrini S, Smith AJ, Pearson RA (2010). Adult ciliary epithelial cells, previously identified as retinal stem cells with potential for retinal repair, fail to differentiate into new rod photoreceptors. Stem Cells.

[14] MacLaren RE, Pearson RA, MacNeil A, Douglas RH, Salt TE, Akimoto M (2006). Retinal repair by transplantation of photoreceptor precursors. Nature.

[15] Cui L, Guan Y, Qu Z, Zhang J, Liao B, Ma B (2013). WNT signaling determines tumorigenicity and function of ESC-derived retinal progenitors. J Clin Invest.

[16] Decembrini S, Koch U, Radtke F, Moulin A, Arsenijevic Y (2014). Derivation of traceable and transplantable photoreceptors from mouse embryonic stem cells. Stem Cell Rep.

[17] Nakano T, Ando S, Takata N, Kawada M, Muguruma K, Sekiguchi K (2012). Self-formation of optic cups and storable stratified neural retina from human ESCs. Cell Stem Cell.

[18] Eiraku M, Takata N, Ishibashi H, Kawada M, Sakakura E, Okuda S (2011). Self-organizing optic-cup morphogenesis in three-dimensional culture. Nature.

[19] Osakada F, Ikeda H, Sasai Y, Takahashi M (2009). Stepwise differentiation of pluripotent stem cells into retinal cells. Nat Protoc.

[20] Meyer JS, Shearer RL, Capowski EE, Wright LS, Wallace KA, McMillan EL (2009). Modeling early retinal development with human embryonic and induced pluripotent stem cells. Proc Natl Acad Sci U S A.

[21] Meyer JS, Howden SE, Wallace KA, Verhoeven AD, Wright LS, Capowski EE (2011). Optic vesicle-like structures derived from human pluripotent stem cells facilitate a customized approach to retinal disease treatment. Stem Cells.

[22] Lamba DA, Gust J, Reh TA (2009). Transplantation of human embryonic stem cell-derived photoreceptors restores some visual function in Crx-deficient mice. Cell Stem Cell.

[23] Gonzalez-Cordero A, West EL, Pearson RA, Duran Y, Carvalho LS, Chu CJ (2013). Photoreceptor precursors derived from three-dimensional embryonic stem cell cultures integrate and mature within adult degenerate retina. Nat Biotechnol.

[24] Reardon S, Cyranoski D (2014). Japan stem-cell trial stirs envy. Nature.

[25] Tezel TH, Del Priore LV, Berger AS, Kaplan HJ (2007). Adult retinal pigment epithelial transplantation in exudative age-related macular degeneration. Am J Ophthalmol.

[26] Barber AC, Hippert C, Duran Y, West EL, Bainbridge JWB, Warre-Cornish K (2013). Repair of the degenerate retina by photoreceptor transplantation. Proc Natl Acad Sci U S A.

[27] Schwartz SD, Hubschman JP, Heilwell G, Franco-Cardenas V, Pan CK, Ostrick RM (2012). Embryonic stem cell trials for macular degeneration: a preliminary report. Lancet.

[28] Radtke ND, Seiler MJ, Aramant RB, Petry HM, Pidwell DJ (2002). Transplantation of intact sheets of fetal neural retina with its retinal pigment epithelium in retinitis pigmentosa patients. Am J Ophthalmol.

[29] West EL, Gonzalez-Cordero A, Hippert C, Osakada F, Martinez-Barbera JP, Pearson RA (2012). Defining the integration capacity of embryonic stem cell-derived photoreceptor precursors. Stem Cells.

[30] Arnhold S, Klein H, Semkova I, Addicks K, Schraermeyer U (2004). Neurally selected embryonic stem cells induce tumor formation after long-term survival following engraftment into the subretinal space. Invest Ophthalmol Vis Sci.

[31] Bennett J (2007). Retinal progenitor cells - timing is everything. New Engl J Med.

[32] Aitman TJ, Critser JK, Cuppen E, Dominiczak A, Fernandez-Suarez XM, Flint J (2008). Progress and prospects in rat genetics: a community view. Nat Genet.

[33] Jacob HJ, Kwitek AE (2002). Rat genetics: Attaching physiology and pharmacology to the genome. Nat Rev Genet.

[34] Evans MJ, Kaufman MH (1981). Establishment in culture of pluripotential cells from mouse embryos. Nature.

[35] Thomson JA, Itskovitz-Eldor J, Shapiro SS, Waknitz MA, Swiergiel JJ, Marshall VS (1998). Embryonic stem cell lines derived from human blastocysts. Science.

[36] Buehr M, Meek S, Blair K, Yang J, Ure J, Silva J (2008). Capture of authentic embryonic stem cells from rat blastocysts. Cell.

[37] Li P, Tong C, Mehrian-Shai R, Jia L, Wu N, Yan Y (2008). Germline competent embryonic stem cells derived from rat blastocysts. Cell.

[38] Cao N, Liao J, Liu ZM, Zhu WM, Wang J, Liu LJ (2011). In vitro differentiation of rat embryonic stem cells into functional cardiomyocytes. Cell Res.

[39] Zhao XY, Lv Z, Liu L, Wang L, Tong M, Zhou Q (2010). Derivation of embryonic stem cells from Brown Norway rats blastocysts. J Genet Genomics.

[40] Wang Z, Sheng C, Li T, Teng F, Sang L, Cao F (2012). Generation of tripotent neural progenitor cells from rat embryonic stem cells. J Genet Genomics.

[41] Tong C, Li P, Wu NL, Yan YZ, Ying QL (2010). Production of p53 gene knockout rats by homologous recombination in embryonic stem cells. Nature.

[42] Zhang J, Li H, Wu Z, Tan XJ, Liu FY, Huang XH (2013). Differentiation of rat iPS cells and ES cells into granulosa cell-like cells in vitro. Acta Biochim Biophys Sin (Shanghai).

[43] Nichols J, Smith A, Buehr M (1998). Rat and mouse epiblasts differ in their capacity to generate extraembryonic endoderm. Reprod Fert Develop.

[44] Brederlau A, Correia AS, Anisimov SV, Elmi M, Paul G, Roybon L (2006). Transplantation of human embryonic stem cell-derived cells to a rat model of Parkinson’s disease: effect of in vitro differentiation on graft survival and teratoma formation. Stem Cells.

[45] Coffey PJ, Girman S, Wang SM, Hetherington L, Keegan DJ, Adamson P (2002). Long-term preservation of cortically dependent visual function in RCS rats by transplantation. Nat Neurosci.

[46] Doggrell SA, Brown L (1998). Rat models of hypertension, cardiac hypertrophy and failure. Cardiovasc Res.

[47] Zhang JF, Wu YL, Jin Y, Ji F, Sinclair SH, Luo Y (2008). Intravitreal injection of erythropoietin protects both retinal vascular and neuronal cells in early diabetes. Invest Ophthalmol Vis Sci.

[48] Bourne MC, Campbell DA, Tansley K (1938). Hereditary degeneration of the rat retina. Br J Ophthalmol.

[49] Dowling JE, Sidman RL (1962). Inherited retinal dystrophy in the rat. J Cell Biol.

[50] LaVail MM (1981). Photoreceptor characteristics in congenic strains of RCS rats. Invest Ophthalmol Vis Sci.

[51] D’Cruz PM, Yasumura D, Weir J, Matthes MT, Abderrahim H, LaVail MM (2000). Mutation of the receptor tyrosine kinase gene Mertk in the retinal dystrophic RCS rat. Hum Mol Genet.

[52] Gal A, Li Y, Thompson DA, Weir J, Orth U, Jacobson SG (2000). Mutations in MERTK, the human orthologue of the RCS rat retinal dystrophy gene, cause retinitis pigmentosa. Nat Genet.

[53] Rivas MA, Vecino E (2009). Animal models and different therapies for treatment of retinitis pigmentosa. Histol Histopathol.

[54] Lu B, Malcuit C, Wang S, Girman S, Francis P, Lemieux L (2009). Long-term safety and function of RPE from human embryonic stem cells in preclinical models of macular degeneration. Stem Cells.

[55] Hockemeyer D, Wang HY, Kiani S, Lai CS, Gao Q, Cassady JP (2011). Genetic engineering of human pluripotent cells using TALE nucleases. Nat Biotechnol.

[56] Sauve Y, Pinilla I, Lund RD (2006). Partial preservation of rod and cone ERG function following subretinal injection of ARPE-19 cells in RCS rats. Vis Res.

[57] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[58] Hruska K, Mathew S, Lund R, Fang Y, Sugatani T (2011). Cardiovascular risk factors in chronic kidney disease: does phosphate qualify?. Kidney Int Suppl.

[59] Eiraku M, Sasai Y (2012). Mouse embryonic stem cell culture for generation of three-dimensional retinal and cortical tissues. Nat Protoc.

[60] Eiraku M, Watanabe K, Matsuo-Takasaki M, Kawada M, Yonemura S, Matsumura M (2008). Self-organized formation of polarized cortical tissues from ESCs and its active manipulation by extrinsic signals. Cell Stem Cell.

[61] Chen B, Dodge ME, Tang W, Lu J, Ma Z, Fan CW (2009). Small molecule-mediated disruption of Wnt-dependent signaling in tissue regeneration and cancer. Nat Chem Biol.

[62] Zuber ME, Gestri G, Viczian AS, Barsacchi G, Harris WA (2003). Specification of the vertebrate eye by a network of eye field transcription factors. Development.

[63] Lakowski J, Han YT, Pearson RA, Gonzalez-Cordero A, West EL, Gualdoni S (2011). Effective transplantation of photoreceptor precursor cells selected via cell surface antigen expression. Stem Cells.

[64] Lamba DA, Reh TA (2011). Microarray characterization of human embryonic stem cell--derived retinal cultures. Invest Ophthalmol Vis Sci.

[65] Jacob HJ (1999). Functional genomics and rat models. Genome Res.

[66] Carr AJ, Vugler AA, Hikita ST, Lawrence JM, Gias C, Chen LL (2009). Protective effects of human iPS-derived retinal pigment epithelium cell transplantation in the retinal dystrophic rat. PLoS One.

[67] Farahpour MR, Ghayour SJ (2014). Effect of in situ delivery of acetyl-L-carnitine on peripheral nerve regeneration and functional recovery in transected sciatic nerve in rat. Int J Surg.

[68] Bohm MR, Prokosch V, Bruckner M, Pfrommer S, Melkonyan H, Thanos S (2015). betaB2-crystallin promotes axonal regeneration in the injured optic nerve in adult rats. Cell Transplant.

[69] Zhang J, Hu LM, Xu G, Wu Y, Shen J, Luo Y (2010). Anti-VEGF effects of intravitreal erythropoietin in early diabetic retinopathy. Front Biosci.

[70] Gu L, Xu H, Wang F, Xu G, Sinha D, Wang J (2014). Erythropoietin exerts a neuroprotective function against glutamate neurotoxicity in experimental diabetic retina. Invest Ophthalmol Vis Sci.

[71] Guan Y, Cui L, Qu Z, Lu L, Wang F, Wu Y (2013). Subretinal transplantation of rat MSCs and erythropoietin gene modified rat MSCs for protecting and rescuing degenerative retina in rats. Curr Mol Med.

[72] Atanur SS, Diaz AG, Maratou K, Sarkis A, Rotival M, Game L (2013). Genome sequencing reveals loci under artificial selection that underlie disease phenotypes in the laboratory rat. Cell.

[73] Lamba DA, Karl MO, Ware CB, Reh TA (2006). Efficient generation of retinal progenitor cells from human embryonic stem cells. Proc Natl Acad Sci U S A.

[74] Turner DL, Cepko CL (1987). A common progenitor for neurons and glia persists in rat retina late in development. Nature.

[75] Centanin L, Hoeckendorf B, Wittbrodt J (2011). Fate restriction and multipotency in retinal stem cells. Cell Stem Cell.

[76] Wetts R, Fraser SE (1988). Multipotent precursors can give rise to all major cell types of the frog retina. Science.

[77] Cepko C (2014). Intrinsically different retinal progenitor cells produce specific types of progeny. Nat Rev Neurosci.

[78] Hu Y, Ji J, Xia J, Zhao P, Fan X, Wang Z (2013). An in vitro comparison study: the effects of fetal bovine serum concentration on retinal progenitor cell multipotentiality. Neurosci Lett.

[79] Santos-Ferreira T, Postel K, Stutzki H, Kurth T, Zeck G, Ader M (2015). Daylight vision repair by cell transplantation. Stem Cells.

[80] Luo J, Baranov P, Patel S, Ouyang H, Quach J, Wu F (2014). Human retinal progenitor cell transplantation preserves vision. J Biol Chem.

[81] Peachey NS, Ball SL (2003). Electrophysiological analysis of visual function in mutant mice. Doc Ophthalmol.

[82] Pinilla I, Lund RD, Sauve Y (2004). Contribution of rod and cone pathways to the dark-adapted electroretinogram (ERG) b-wave following retinal degeneration in RCS rats. Vis Res.

[83] Pinilla I, Lund RD, Lu B, Sauve Y (2005). Measuring the cone contribution to the ERG b-wave to assess function and predict anatomical rescue in RCS rats. Vis Res.

[84] Gamm DM, Wang S, Lu B, Girman S, Holmes T, Bischoff N (2007). Protection of visual functions by human neural progenitors in a rat model of retinal disease. PLoS One.

[85] Lund RD, Wang S, Lu B, Girman S, Holmes T, Sauve Y (2007). Cells isolated from umbilical cord tissue rescue photoreceptors and visual functions in a rodent model of retinal disease. Stem Cells.

[86] Tian N, Slaughter MM (1995). Correlation of dynamic responses in the ON bipolar neuron and the b-wave of the electroretinogram. Vis Res.

[87] Perlman I. The Electroretinogram: ERG. 2001 May 1 [Updated 2007 Jun 27]. In: Kolb H, Fernandez E, Nelson R, editors. Webvision: The Organization of the Retina and Visual System [Internet]. Salt Lake City (UT): University of Utah Health Sciences Center; 1995. Available from: http://www.ncbi.nlm.nih.gov/books/NBK11554/.21413407

[88] Cuenca N, Pinilla I, Sauve Y, Lund R (2005). Early changes in synaptic connectivity following progressive photoreceptor degeneration in RCS rats. Eur J Neurosci.

[89] Jian Q, Xu H, Xie H, Tian C, Zhao T, Yin Z (2009). Activation of retinal stem cells in the proliferating marginal region of RCS rats during development of retinitis pigmentosa. Neurosci Lett.

[90] Yamazaki H, Ohguro H, Maeda T, Maruyama I, Takano Y, Metoki T (2002). Preservation of retinal morphology and functions in royal college surgeons rat by nilvadipine, a Ca(2+) antagonist. Invest Ophthalmol Vis Sci.

[91] Vollrath D, Feng W, Duncan JL, Yasumura D, D’Cruz PM, Chappelow A (2001). Correction of the retinal dystrophy phenotype of the RCS rat by viral gene transfer of Mertk. Proc Natl Acad Sci U S A.

[92] Tschernutter M, Schlichtenbrede FC, Howe S, Balaggan KS, Munro PM, Bainbridge JW (2005). Long-term preservation of retinal function in the RCS rat model of retinitis pigmentosa following lentivirus-mediated gene therapy. Gene Ther.

[93] Jian Q, Li Y, Yin ZQ (2015). Rat BMSCs initiate retinal endogenous repair through NGF/TrkA signaling. Exp Eye Res.

[94] Machida S, Chaudhry P, Shinohara T, Singh DP, Reddy VN, Chylack LT (2001). Lens epithelium-derived growth factor promotes photoreceptor survival in light-damaged and RCS rats. Invest Ophthalmol Vis Sci.

[95] Sheedlo HJ, Li L, Turner JE (1991). Photoreceptor cell rescue at early and late RPE-cell transplantation periods during retinal disease in RCS dystrophic rats. J Neural Transplant Plast.

[96] Sauve Y, Girman SV, Wang S, Keegan DJ, Lund RD (2002). Preservation of visual responsiveness in the superior colliculus of RCS rats after retinal pigment epithelium cell transplantation. Neuroscience.

[97] Wang S, Girman S, Lu B, Bischoff N, Holmes T, Shearer R (2008). Long-term vision rescue by human neural progenitors in a rat model of photoreceptor degeneration. Invest Ophthalmol Vis Sci.

[98] McGill TJ, Cottam B, Lu B, Wang S, Girman S, Tian C (2012). Transplantation of human central nervous system stem cells - neuroprotection in retinal degeneration. Eur J Neurosci.

[99] Cuenca N, Fernandez-Sanchez L, McGill TJ, Lu B, Wang S, Lund R (2013). Phagocytosis of photoreceptor outer segments by transplanted human neural stem cells as a neuroprotective mechanism in retinal degeneration. Invest Ophthalmol Vis Sci.

# Supplementary material for: Transplantation of rat embryonic stem cell-derived retinal progenitor cells preserves the retinal structure and function in rat retinal degeneration
**Source:** Stem Cell Res Ther. 2015 Nov 9;6:219. doi: 10.1186/s13287-015-0207-x
**Supplement:** Additional file 1: Table S1. — PCR primer sequences.

**Additional file**

**Table S1.** PCR primer sequences

| Oct4 F | TGGAGGGATGGCATACTGTGGAC |
| --- | --- |
| Oct4 R | GCTCTAGCTCCTTCTGCAGGGCTT |
| Nanog F | TCAGGCCCAGTTGTGTGCACTC |
| Nanog R | TGAGCCCTTCTGAGTCAGGCCG |
| Sox2 F | ATCACAACAATCGCGGCGGC |
| Sox2 R | CACGGCCTTGCGCGGAGATC |
| Pax6 F | AGCCCAGTTTTCAGAGCCACGT |
| Pax6 R | CAGTGGCCGCCCGTTGACAA |
| Nesin F | AAGTTCCAGCTGGCTGTGGAAGCC |
| Nesin R | CGTCCAGGTGTCTGCAACCGA |
| Six3 F | TAAGAACCGGCGACAGCGCG |
| Six3 R | CGCTCCGTCAGGCTGGACAC |
| Six6 F | CCGTCCACGCCAGCGCTTTA |
| Six6 R | TCTGAGTGGGCGAGGGCCTC |
| Lhx2 F | CTACAACGCCGCGCTGAGCTG |
| Lhx2 R | TGGCCCGGGCATTCTGAAACC |
| GAPDH F | TTCTTGTGCAGTGCCAGCCTCGT |
| GAPDH R | TGGGTTTCCCGTTGATGACCAGC |
| Crx F | GTCCCATACTCAAGTGCCCCTAGGA |
| Crx R | TCGCCCTGCGATTCTTGAACCA |
| Rax F | TTCGAAGCTACTCGCCCCTGC |
| Rax R | GGCCAACTCTTCGCGGCTGT |
| Vsx2 F | CTGGCCCCCGGGCATTTGTT |
| Vsx2 R | TGCAAGTGGACGCTCTGCGG |
| Gfap F | GCGGGAGTCGGCGAGTTACC |
| Gfap R | CCAGGCTGGTTTCTCGGATCTGGA |
| Map2 F | GCTCAGGCTCCCAGTGCGTT |
| Map2 R | TCTGACCTGGTGGTCCGTCG |
| Nrl F | GGCCGATGAGGTTCTGGGGC |
| Nrl R | ACTCGCGCACCGACATCGAG |
| Otx2-F | TTTTCAAGCGTCCAATGCGG |
| Otx2-R | TTGGAGTGACGGAACTCTGG |
| Ascl1-F | CCACCATCTCCCCCAACTAC |
| Ascl1-R | CCTGCCATCCTGCTTCCAAAG |
| Rcvrn-F | TACGACGTAGACGGCAATGG |
| Rcvrn-R | TTCCTCCTCTGTAAGTTTATCATCA |
| Rho-F | ACCCTTGGAGGTGAAATCGG |
| Rho-R | CACATGAACACTGCATGCCC |
| Prox1-F | GGAAGCGCAATGAAGGGCTAT |
| Prox1-F | GGAAGCGCAATGAAGGGCTAT |
| Prox1-R | AGTTCCTCTGTGCTGGTGAC |
| Prkca-F | CCATGGCTGACGTTTACCCG |
| Atoh7-F | AGCTGTCCAAGTACGAGACAC |
| Atoh7-R | TCTGGCTGGAAACCGAAGAA |
| Tuj1 F | CGTCTCTAGCCGAGTGAAGT |
| Tuj1 R | GGGCACATACTTGTGAGAGGA |

How the deposited data were processed for this re-analysis (not part of the article)

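Gene expression was measured on 9 Affymetrix Rat Genome 230 2.0 arrays, with 3 biological replicates each of P-RPC, rESC-RPC1 and rESC-RPC2. P-RPC came from SD rats at postnatal day 1 and the rESC-RPCs from DA rat ESCs harvested on day 16 of differentiation. The samples were grouped by these cell types, and the 3 pairs of cell types were compared. No batch or scan date is given for the arrays.

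The deposited values are intensities on a linear scale, which the authors made from the scans as MAS 5.0 signals per probe set, scaled to a common level on each array. The log2 values used here were computed from these deposited signals. The version of MAS5 is not stated in the submitters' processing notes. The signals were checked to be on a linear scale and scaled to a common level, with a mean after trimming 2% from each end that was 500.2 on every array and medians from 113 to 128. On each array 122 to 196 of the values were at or under 1. The deposited signals were not rescaled in the main calculation. Signals under 1 were set to 1, and log2 was taken from there.

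Of 31099 probe sets, 57 controls were left out. Gene names came from the array's probe table, in which 20826 of the remaining 31042 probe sets carry 1 gene symbol, 436 carry several and 9780 carry none. The Entrez ID of 20758 probe sets was found in the rat RefSeq gene table, and 0 symbols needed an update. Probe sets with several genes or none were left out of gene counts, which left 14217 genes. The detection threshold was the 50th percentile of all values (a signal of 123, log2 6.94), and a probe set was tested when at least 3 of the 9 arrays were at or above it, whichever arrays they were. This kept 17048 probe sets and 9956 genes, each represented by its probe set of highest mean, and 2363 of these genes had more than 1 probe set. Between 15095 and 15752 probe sets per array were at or above the threshold. For arrays, the number of replicates limits the precision, and signals under the threshold limit the folds: where all 3 arrays of a group lay under it, the fold is given as a lower bound computed from the threshold.

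The fit was done with R 4.3.3 and limma 3.58.1 (lmFit and eBayes with a trend of the variance on the mean), with 1 mean per group over all 9 arrays and no covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Errors of signals are SDs over 3 arrays, and errors of log2 fold changes are limma's moderated standard errors. The replicate numbers were checked for pairing and were treated as unpaired, since arrays of the same number did not resemble each other (r of their deviations from -0.04 to 0.27, over 0.1 for 1 of 9 pairs). With the replicate number as a block, 2148, 2363 and 1426 genes were called. In data simulated from the real means and spread for rESC-RPC1 against P-RPC, 200 of 9956 genes were changed and the 82 measured cell cycle genes were lowered by 0.8 on the log2 scale. The calls recovered 96% of those changed by 1.5 and 99% of those changed by 3 on the log2 scale. There were 2 false calls among the other 9674 genes.

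A set of genes high in a cell type holds the genes called higher there than in each of the others. Gene lists were tested for enrichment in these sets with Fisher's exact test, two-sided, against all 9956 genes (114 tests), and between cell types with limma's camera at a preset correlation of 0.01 (108 tests) and again with an estimated correlation. At the preset correlation 52 of 108 list comparisons passed, and with an estimated correlation 2 did, which were the photoreceptor list in rESC-RPC1 and in rESC-RPC2 against P-RPC (adjusted p = 0.0245 each). The estimated correlation was above the preset 0.01 for some lists, such as cell cycle genes (0.324), and under it for others. For interferon response, microglia and hypothalamus genes it was -0.017, -0.023 and -0.202. A larger correlation is not why these lists failed, and the cause was not tested. Genes are not independent replicates, so Fisher's p describes these sets. The gene ontology analysis with DAVID was not repeated, and the lists stand in its place. The tissue lists of Table S2 are the study's own, and their values had been seen when the tests were chosen.

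The tests, thresholds, filter, the 38 gene lists, the alternatives and the rule for the genes named were written before the data were examined. By this rule the text names, per comparison, the 10 genes with the largest rise and the 10 with the largest fall among called genes whose arrays do not overlap, every gene that the paper names for these cells or lists in Table S2, and up to 4 called members per list with the smallest adjusted p, in all 269 genes. For 10 genes of Table S2 and of the marker lists, the probe set used for the level was changed to the one tested, after the values were seen. The alternatives were other scalings between arrays (quantile normalization, median centring), no filter or a stricter one, values under the threshold raised to it, other fold changes and tests, counts over probe sets or averaged probe sets, only the 6 arrays compared, a replicate block, other detection thresholds, and leaving out each array in turn. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.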

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

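The tests for cells of the eye in P-RPC, for lens cells and for scaling in P-RPC replicate 1, the search for genes apart in a single array and the rule that picked the lists below were chosen only after the result was seen.

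Genes of microglia and, in rESC-RPC2, retinal pigment epithelium, which the paper does not discuss for these arrays, were higher in P-RPC by camera, though not with an estimated correlation (adjusted p = 0.166 and adjusted p = 0.166 for microglia and adjusted p = 0.218 for the pigment epithelium), while the retinal pigment epithelium list in rESC-RPC1, with 2 genes higher, 7 lower and 1 not called (adjusted p = 0.0799), and the lens list in both (adjusted p = 0.0696 and adjusted p = 0.095) did not pass. The microglia and macrophage list had a median log2 fold change of -3.50 (-1.15 with genes at their bound) in rESC-RPC1 and -4.22 (-1.15 with genes at their bound) in rESC-RPC2, the retinal pigment epithelium list -2.17 (-0.97 with genes at their bound) and -4.11 (-2.20 with genes at their bound), and 3 lens genes were among the genes high in P-RPC. The scaling between arrays is argued against as the whole cause, since 100% of the 19 called members were called in the same direction under quantile normalization and under median centring, which changed 42 to 233 other calls but moved 99% of the log2 fold changes by at most 0.0954. Strain variants under the probes cannot be told apart, since other probe sets of these genes gave only 4 values over both comparisons with P-RPC, 100% of them with the same sign. Other cells of the eye in the freshly dissociated P-RPC samples stay open as well, as does the difference between retina and cultures, since the 11 of 19 microglia genes on the array (57.9%) detected in P-RPC are the pattern itself and no separate test was made.

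The lists of ventral forebrain GABAergic neurons and of the hypothalamus were higher in rESC-RPC2 than in P-RPC by camera, with median log2 fold changes of 1.19 (1.17 with genes at their bound) and 5.48 (3.30 with genes at their bound), while the retinal progenitor list had -3.02 (-2.68 with genes at their bound). Not all members rose. Of 20 ventral forebrain genes 12 were higher, 3 lower and 5 not called, and of 5 hypothalamus genes 4 were higher and 1 lower. The adjusted p for ventral forebrain GABAergic markers, hypothalamus markers and retinal progenitor markers ranged over the alternatives from 0.00239, 0.00951 and 1.27e-08 to 0.366, 0.242 and 0.218, the highest of each with an estimated correlation. Scaling as the whole cause and strain variants under the probes are argued against, since 96.6% of the 29 called members were called in the same direction under both other scalings and 12 of 12 other probe sets of these genes (100%) had the same sign. The hypothalamus genes are not particular to rESC-RPC2, since 4 of 5 were higher in rESC-RPC1 than in P-RPC as well, and Gad1, Gad2, Slc32a1 and Calb1 of the forebrain list are also amacrine or horizontal cell genes. The difference in strain and culture and a forebrain-like fate of some cells, where the homeobox gene Nkx2-1 was at least 16.9-fold higher in rESC-RPC2, stay open as untested, and staining single cells for Nkx2-1 beside retinal progenitor proteins would test the fate.

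Lens genes were far higher in P-RPC replicate 1 than in P-RPC replicates 2 and 3, with log2 signals of 13.97, 5.46 and 6.58 for Crygd and 14.79, 7.66 and 9.33 for Cryba1. This array had 19 genes at least 4 times above both other P-RPC arrays, against 0 to 2 on the other arrays of each group. Of the lens list, 14 of 18 members (77.8%) were among them, against 5 of 14199 other genes (0.0352%): Crygn, Grifin, Cryab, Capn3 and Lgals3, chosen after their values were seen. Lens cells in that P-RPC preparation stay open, since this share is the observation itself and no separate test was made, and no biological explanation was tested. Scaling between arrays is argued against as the whole cause for these 14 lens members. Under quantile normalization and median centring all 14 (100%) stayed at least 4 times above both other P-RPC arrays, by 2.34 or more on the log2 scale. These rescalings moved no gene's difference by more than 0.155 on that scale. A shift of the whole array would also move other genes, and only 5 of 14199 were at least 4 times above.

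The other lists outside those the paper discusses that passed camera at the preset correlation, or Fisher's test in a set, were as follows. Dorsal forebrain genes, of which Pax6 and Lhx2 are also retinal progenitor genes, had median log2 fold changes of -2.36 (-2.07 with genes at their bound) in rESC-RPC1 and -2.77 (-2.21 with genes at their bound) in rESC-RPC2 against P-RPC. Hypothalamus genes had 3.78 (1.48 with genes at their bound) in rESC-RPC1 against P-RPC. Mesenchymal and smooth muscle genes had 2.78 (2.17 with genes at their bound) in rESC-RPC1 against P-RPC and -1.08 (-1.04 with genes at their bound) in rESC-RPC2 against rESC-RPC1. Surface ectoderm and epithelial genes had -2.67 (-1.13 with genes at their bound) in rESC-RPC1 and -3.07 (-1.13 with genes at their bound) in rESC-RPC2 against P-RPC. Immediate early and heat shock genes had 0.87 (0.67 with genes at their bound) in rESC-RPC1 and 1.29 (1.17 with genes at their bound) in rESC-RPC2 against P-RPC. Interferon response and antigen presentation genes had 1.63 (1.06 with genes at their bound) in rESC-RPC1 against P-RPC and -1.88 (-1.16 with genes at their bound) in rESC-RPC2 against rESC-RPC1. Cholesterol synthesis genes had 0.70 in rESC-RPC2 against P-RPC and 0.62 against rESC-RPC1. Against rESC-RPC1, ventral forebrain genes had 0.77 and retinal pigment epithelium genes -2.44 (-0.32 with genes at their bound) in rESC-RPC2. Of 5 neural crest and Schwann cell genes, 3 were among the genes high in P-RPC and the other 2 were higher in both kinds of rESC-RPCs, and the list did not pass camera (adjusted p = 0.578 and adjusted p = 0.435). With an estimated correlation none of the lists of this part passed, and the lowest adjusted p was 0.109, for interferon response and antigen presentation in rESC-RPC2 vs rESC-RPC1, where the alternatives began at 2.05e-05.

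For other splits of the 6 arrays of each comparison into 3 and 3, the 10 splits are too few for a share under 0.05. The real split gave 2144, 2361 and 1421 genes changed and was the 1 split of each comparison with a count as large, and the highest count of the other splits was 0.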

How the results depend on the processing

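The setting with the methods' test over probe sets was chosen after seeing the data. In the order rESC-RPC1 and rESC-RPC2 against P-RPC and rESC-RPC2 against rESC-RPC1, the genes changed were 816, 799 and 284 at a fold change of at least 4 and 3732, 4066 and 2422 over probe sets. Over probe sets with no filter at an unadjusted p they were 5722, 6113 and 3960 by limma and 5060, 5427 and 3201 by the methods' test. By construction, a larger fold asks more, and probe sets are more numerous than genes. The genes high in P-RPC, genes high in rESC-RPC1 and genes high in rESC-RPC2 numbered 277, 104 and 20 at a fold change of at least 4. With limma, unadjusted p, no filter, probe sets, they numbered 1680, 955 and 761, and counted over probe sets 1225 in P-RPC and 593 in rESC-RPC2. At a fold change of at least 4, the cell cycle list in P-RPC and the neuron and synapse lists in rESC-RPC2 held fewer members than their share (adjusted p = 1 each), which in the 20 genes of rESC-RPC2 means less than 1 gene and says little. Over all alternatives their lowest adjusted p were 1.74e-14 for cell cycle and mitosis, 4.39e-10 for neuron differentiation and axonogenesis and 1.50e-10 for synapse and transmission. These 3 lists passed under all other alternatives run, and blood vessel and hypoxia genes in rESC-RPC1 also lost their call at that fold change. Of 52 list comparisons that passed, 2 kept the call with an estimated correlation, 47 with values under the threshold raised to it and 48 with no filter. With the threshold at the 40th percentile, 9 photoreceptor genes were detected in rESC-RPC1, and 6, 8 and 6 non-retinal genes in P-RPC, rESC-RPC1 and rESC-RPC2. In rESC-RPC1 1 non-retinal gene was detected at the 60th percentile and 1 over the probe sets of Table S2. With no filter, which adds genes by construction, the correlation of group means was 0.908 for P-RPC and rESC-RPC1 and 0.909 for P-RPC and rESC-RPC2. The correlation of group means, rESC-RPC1 and rESC-RPC2, was then 0.955. Leaving out each array in turn, the genes changed ranged from 1861 to 2170, 2100 to 2343 and 1224 to 1453, and the genes high in each group from 469 to 727, 311 to 451 and 232 to 310. The lowest, 469, came without P-RPC replicate 2, when a gene seen in P-RPC alone fails the filter by construction. The lists that passed ranged from 44 to 55 by camera and from 20 to 26 by Fisher's test. The genes without a call ranged from 65.1% to 67.4%, and the correlation of fold changes from 0.741 to 0.821. The correlations of group means ranged from 0.762 to 0.811, 0.762 to 0.813 and 0.898 to 0.920. Photoreceptor genes detected in rESC-RPC1 ranged from 4 to 8, with 8 without rESC-RPC1 replicate 3, and non-retinal genes there from 3 to 5, with 5 without rESC-RPC1 replicate 2. The cause was not tested. Of 548 calls of named genes, 51 were lost when values under the threshold were raised to it, since dim values limit the fold. Median centring lost 6 of 544 and quantile normalization 1, and none turned direction in any setting.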

Differences from the paper's values

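The setting with Student's test and genes with any probe set called was chosen only after the result was seen. The paper's Table 1 counts genes at a fold change of at least 2 and P under 0.05. Its text names no filter on dim probe sets, no correction for multiple tests and no rule for genes with several probe sets, whereas the counts here use an adjusted p, a filter and 1 probe set per gene. For rESC-RPC1 against P-RPC the paper's total is 3343 and the count here is 2144. The paper's number of genes lower in rESC-RPC1 is 1645, and 952 were found. For rESC-RPC2 against P-RPC the paper's total is 3758 against 2361 here, the paper's number higher is 1772 against 1069, and the paper's number lower is 1986 against 1292. For rESC-RPC2 against rESC-RPC1 the paper's number higher is 994 against 500 here. The paper's numbers higher and lower for this comparison, 994 and 1101, add to 2095, and the paper's total is 2045.

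Of the alternatives set before the data were examined, counting probe sets brought all 6 of these counts within 1.5 times the paper's values, at 3732 and 1807, at 4066, 1945 and 2121, and at 1088. With no filter 5 of the 6 came within it, at 2675 and 1180 and at 2878, 1265 and 1613, and the number higher in rESC-RPC2 against rESC-RPC1 did not, at 581. Median centring brought the number higher in rESC-RPC2 against P-RPC within it, at 1187. All other alternatives set before the data were examined, and these ones for the other counts, did not. Student's test at an unadjusted P with no filter, counted over genes with any probe set called, gave totals of 2964, 3219 and 1933, within 1.5 times the paper's.

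The paper's Fig. 3b names histone modification and p53 signaling among the terms of the genes high in P-RPC. The lists used here, which are not its terms, held 1 of 31 and 2 of 16 genes in that set (adjusted p = 1 and adjusted p = 0.718 from Fisher's exact test), while cell cycle and Notch signaling passed. Between groups, histone modification genes were lower in rESC-RPC1 than in P-RPC by camera (adjusted p = 0.00813, and adjusted p = 0.284 with an estimated correlation), but the list did not pass in rESC-RPC2 (adjusted p = 0.106), nor did the p53 list in either (adjusted p = 0.42 and adjusted p = 0.879). Fig. 3c names fatty acid metabolism for rESC-RPC1, where 4 of 48 genes were in the set (adjusted p = 0.469), while adhesion, blood vessel and hypoxia passed. By camera fatty acid metabolism genes were higher in rESC-RPC1 than in P-RPC (adjusted p = 0.000369, and adjusted p = 0.259 with an estimated correlation) and lower in rESC-RPC2 than in rESC-RPC1 (adjusted p = 0.00361, and adjusted p = 0.323). Fig. 3d names Wnt signaling for rESC-RPC2, where 2 of 23 genes were in the set (adjusted p = 0.410), while neuron differentiation passed. By camera the Wnt list ran against the paper's term, with 2 genes higher and 10 lower in rESC-RPC2 than in rESC-RPC1 (adjusted p = 0.0312, and adjusted p = 0.242 with an estimated correlation), and it did not pass against P-RPC (adjusted p = 0.958).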

Other observations

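Glial genes differed between the kinds of rESC-RPCs by camera at the preset correlation, though not with an estimated one. Of 31 measured astrocyte and radial glia genes, limma called 23 higher, 1 lower and 7 not called in rESC-RPC1 against P-RPC (adjusted p = 5.90e-07 from camera, and adjusted p = 0.297 with an estimated correlation). It called 0 higher, 17 lower and 14 not called in rESC-RPC2 against rESC-RPC1 (adjusted p = 5.64e-06 from camera, and adjusted p = 0.338 with an estimated correlation). That 0 holds also at an unadjusted p under 0.05. Against P-RPC 14 were higher, 6 lower and 11 not called in rESC-RPC2, where the list did not pass (adjusted p = 0.066 from camera). Sparcl1, a secreted matrix protein of astrocytes, was higher in both kinds of rESC-RPCs than in P-RPC, with log2 fold changes of 4.11 and 3.31 (standard error 0.27 each). Of 20 cholesterol synthesis genes, 6 were higher in rESC-RPC2 than in P-RPC and 14 were not called (adjusted p = 6.05e-05 from camera, and adjusted p = 0.259 with an estimated correlation). The counts for these lists were the same when adjusted over the list alone. In this part only the counts at an unadjusted p were chosen after the result was seen.

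Other cell types gave few measured genes. Against P-RPC, oligodendrocyte lineage genes counted 2 higher, 1 lower and 3 not called in rESC-RPC1 and 2 higher, 2 lower and 2 not called in rESC-RPC2. Pluripotency genes counted 3 higher, 1 lower and 1 not called in rESC-RPC1 and 2 higher, 1 lower and 2 not called in rESC-RPC2. Choroid plexus and ependymal genes counted 3 higher, 3 lower and 2 not called in rESC-RPC1 and 1 higher, 3 lower and 4 not called in rESC-RPC2. Of 19 endothelial genes on the array 4, 3 and 3 were detected in P-RPC, rESC-RPC1 and rESC-RPC2, and of 9 erythroid genes 1 in P-RPC, which was Hbb. Of the 13 midbrain, hindbrain and spinal cord genes on the array 1 passed the filter, of the endoderm genes 4 of 17 and of the striated muscle genes 2 of 17. In rESC-RPC2 against P-RPC, Nkx2-2, a homeobox gene of the ventral neural tube, was at least 3.22-fold higher and Pmch, the melanin-concentrating hormone precursor of the hypothalamus, at least 9.85-fold higher.

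For genes that the paper follows by RT-PCR, immunostaining or flow cytometry in other samples of these cells, the arrays gave the following mean log2 signals in P-RPC, rESC-RPC1 and rESC-RPC2 (n = 3 arrays each). The neural progenitor gene Nes had 8.25, 9.28 and 9.00, the neuronal gene Map2 12.32, 12.82 and 13.55 and the photoreceptor gene Crx 7.17, 3.13 and 2.00, where the detection threshold is 6.94. The horizontal cell gene Prox1 had 11.26, 9.42 and 9.02 and the protein kinase C gene Prkca 5.40, 7.10 and 6.84. The surface marker genes had 11.65, 9.53 and 9.17 for Prom1, 8.70, 6.17 and 3.72 for Nt5e and 12.67, 12.61 and 13.16 for Cd24. Six3 and Rcvrn did not pass the filter, with 6.41, 5.09 and 6.09 and 6.44, 3.27 and 2.92. The array's probe table gives no probe set under the symbols Nanog, Pou5f1, Nrl and Atoh7.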
